# Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation

**DOI:** 10.1038/s41422-018-0104-9

**Published:** 2018-11-13

**Authors:** Shuai Zhao, Lingling Cheng, Yifei Gao, Baichao Zhang, Xiangdong Zheng, Liang Wang, Pilong Li, Qianwen Sun, Haitao Li

**Keywords:** X-ray crystallography, Plant molecular biology

## Abstract

Heterochromatin Protein 1 (HP1) recognizes histone H3 lysine 9 methylation (H3K9me) through its conserved chromodomain and maintains heterochromatin from fission yeast to mammals. However, in *Arabidopsis*, Like Heterochromatin Protein 1 (LHP1) recognizes and colocalizes genome-wide with H3K27me3, and is the functional homolog of Polycomb protein. This raises the question whether genuine HP1 homologs exist in plants. Here, we report on the discovery of ADCP1, a plant-specific triple tandem Agenet protein, as a multivalent H3K9me reader in *Arabidopsis*, and establish that ADCP1 is essential for heterochromatin formation and transposon silencing through modulating H3K9 and DNA methylation levels. Structural studies revealed the molecular basis underlying H3K9me-specific recognition by tandem Agenet of ADCP1. Similar to human HP1α and fly HP1a, ADCP1 mediates heterochromatin phase separation. Our results demonstrate that despite its distinct domain compositions, ADCP1 convergently evolves as an HP1-equivalent protein in plants to regulate heterochromatin formation.

## INTRODUNCTION

Heterochromatin mediates various functions such as transposon silencing and nuclear organization.^1,2^ The formation and functional maintenance of heterochromatin require Heterochromatin Protein 1 (HP1).^3^ HP1 recognizes histone H3 lysine 9 trimethylation (H3K9me3) through its chromodomain and this interaction can be switched off by phosphorylation at adjacent H3 serine 10 (H3S10ph).^4–7^ The chromo shadow domain of HP1 mediates dimerization of HP1 and its association with a repertoire of proteins.^8^ HP1 was also reported to mediate heterochromatin phase separation in flies and humans.^9,10^ As an H3K9me3 reader, HP1 is conserved from fission yeast to mammals. However, in *Arabidopsis*, Like Heterochromatin Protein 1 (LHP1) recognizes and colocalizes genome-wide with H3K27me3, and is the functional homolog of Polycomb protein.^11,12^ This raises the question whether genuine HP1 homologs exist in plants.

HP1 belongs to the “Royal Family” proteins, which contain Chromo, Tudor, PWWP, MBT and Agenet domains.^13^ Agenet domains are the plant-abundant “Royal Family” members and conserved among species. Several Agenet domain proteins contain conserved “aromatic cages” that are predicted to recognize methylated lysine.^13^ However, no Agenet domain-containing histone reader in plants has been characterized yet and the recognition mode of Agenet domain is still a question.

The H3K9 methylation pattern in *Arabidopsis* is different from that in animals. In *Arabidopsis*, H3K9me2 modification is the major mark of gene silencing, while the abundance of H3K9me3 modification is relatively low.^14^ H3K9me2 is also involved in a positive-feedback loop with DNA methylation.^15^ H3K9me2 modification is created by histone methyltransferases SUVH4 (KYP), SUVH5 and SUVH6. SUVH4 contains a SRA domain recognizing the methylated DNA; and the DNA methylation writers, such as CMT3, contain chromodomain and BAH domain recognizing H3K9me2.^15^ H3K9me2 and DNA methylation combinatorically maintain the epigenetic silencing of transposable elements,^16^ thus identifying the H3K9me2 readers that involved in this positive-feedback loop is crucial to fully understand the mechanisms safeguarding genome stability.

The Agenet Domain Containing Protein 1 (ADCP1) is a plant-specific poly-Agenet protein and comprises three tandem Agenet modular domains. In this study, we report on the discovery of ADCP1 as a multivalent histone H3K9 methylation reader in plants, and outline its functional roles in mediating heterochromatin phase separation, H3K9 and CHG/CHH DNA methylation maintenance, as well as transposon silencing. Despite distinct domain compositions, our results suggest that ADCP1 and HP1 are functionally equivalent and have been convergently evolved with similar histone reader activity and multivalent feature for heterochromatin regulation.

## RESULTS

### ADCP1 is an H3K9me2-specific reader weakened by H3S10ph

To identify the homolog of HP1 in plants, we screened “Royal Family” proteins in *Arabidopsis* through a 3D-carbene based SPRi platform.^17,18^ One Agenet domain-containing protein AT1G09320 (abbreviated as ADCP1) showed a significant signal towards H3K9me2 peptide on the SPRi platform (Fig. 1a). ADCP1 contains three conserved tandem Agenet domains, which are labelled as Agenet 1/2, Agenet 3/4, and Agenet 5/6 (Fig. 1b and Supplementary information, Figs. S1, 2). To determine which tandem Agenet domain(s) in ADCP1 functions as the H3K9me2 reader, we expressed and purified the three tandem Agenet domains separately and performed isothermal titration calorimetry (ITC) experiments. All three tandem Agenet domains could recognize one H3K9me modified histone peptide (Fig. 1c and Supplementary Table S2), rendering full-length ADCP1 a multivalent histone reader like HP1 dimer that recognizes H3K9me3 nucleosomes.^19^ The binding affinities of H3K9me1 and H3K9me3 peptides to ADCP1 were in the same range of the H3K9me2 peptide despite some slight preference for H3K9me2 (Fig. 1c). Thus, ADCP1 is an H3K9me2 reader and does not strictly discriminate on the basis of the methylation states. Notably, in *Arabidopsis*, H3K9me2 but not H3K9me3 functions as the dominant histone H3K9 methylation form that marks heterochromatin.^14^ Hence, we focused on H3K9me2 in the following structural and functional studies.

**Fig. 1:**
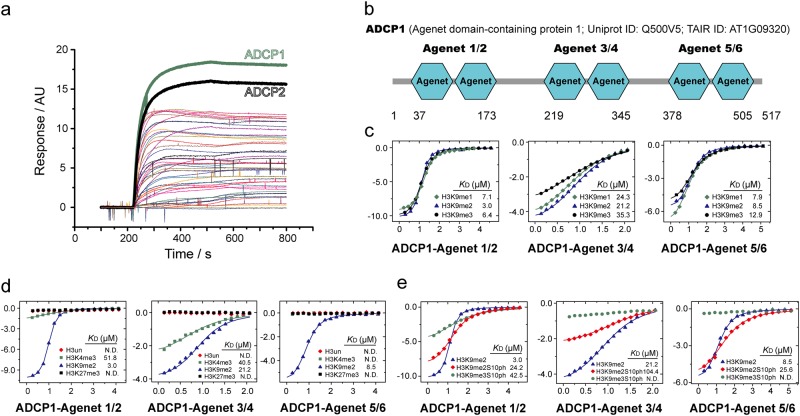
The domain architecture and binding property of ADCP1. **a** Surface plasmon resonance imaging profiling of “Royal family” proteins binding to H3K9me2 peptide. 200 s-500 s was the association phase; 500 s-800 s was the dissociation phase. **b** The domain architecture of ADCP1. **c** The ITC fitting curves of H3(1-15)K9me1/2/3 peptides titrated to three tandem Agenet domains of ADCP1. **d** The ITC fitting curves of histone peptides methylated at different sites titrated to three tandem Agenet domains of ADCP1. **e** The ITC fitting curves of phosphorylated histone peptides titrated to three tandem Agenet domains of ADCP1

To explore the histone modification sites specificity of ADCP1, we titrated unmodified H3, H3K4me3 and H3K27me3 peptides to tandem Agenet domains of ADCP1. The results showed that ADCP1 did not bind to unmodified H3 or H3K27me3 and the binding affinities to H3K4me3 were much weaker than those of H3K9me2 (Fig. 1d). Next, we explored whether ADCP1 was sensitive to H3S10ph. Our results showed that adjacent H3S10ph modification weakened the binding affinity of ADCP1 to H3K9me2 peptide (Fig. 1e).

### Structural basis for H3K9me2 recognition by tandem Agenet domains

To understand the structural basis for H3K9me2 recognition by ADCP1, we solved the crystal structures of the Agenet 1/2-H3K9me1 complex, Agenet 1/2-H3K9me2 complex, Agenet 3/4-free and Agenet 3/4-H3K9me2 complex at 2.7, 2.7, 2.3 and 1.7 Å, respectively (Supplementary information, Fig. S3a and Table S1). The alignment of tandem Agenet domains revealed that the overall structures of Agenet 1/2 and Agenet 3/4 were conserved and that the peptide binding did not trigger obvious conformational change of ADCP1 (Supplementary information, Fig. S3b). Considering the high-resolution structure of the Agenet 3/4-H3K9me2 complex, we used it as an example to illustrate the binding mode of tandem Agenet domain to H3K9me2 peptide. The complex structure showed that the tandem Agenet domains of ADCP1 adopted a “face-to-face” conformation. The N-terminus and C-terminus of the tandem Agenet domain together with the Pro-rich loop between the two Agenet domains formed a stable hydrophobic core that is accessible for peptide recognition (Fig. 2a). The histone peptide was induced to form a “helix-loop” structure and bound to the cleft between the two Agenet domains (Fig. 2a, b and Supplementary information, Fig. S3c). The H3K9me2 modified histone peptide bound to a negatively charged surface on ADCP1 with H3K9me2 directed towards the second Agenet domain (Fig. 2b). H3K9me2 is inserted into an aromatic cage formed by Y301, W306 and F323 (Fig. 2c). H3R2 was stabilized through interactions with N302 and D303, while H3K4 was recognized by E233 and E272 (Fig. 2c). H3A7, H3R8, and H3S10 are not involved in direct interactions with ADCP1. Histone H3K27 and H3K9 shared the same “ARKS” motif but this motif was not recognized by ADCP1, and hence ADCP1 showed no binding ability towards H3K27me3.

**Fig. 2:**
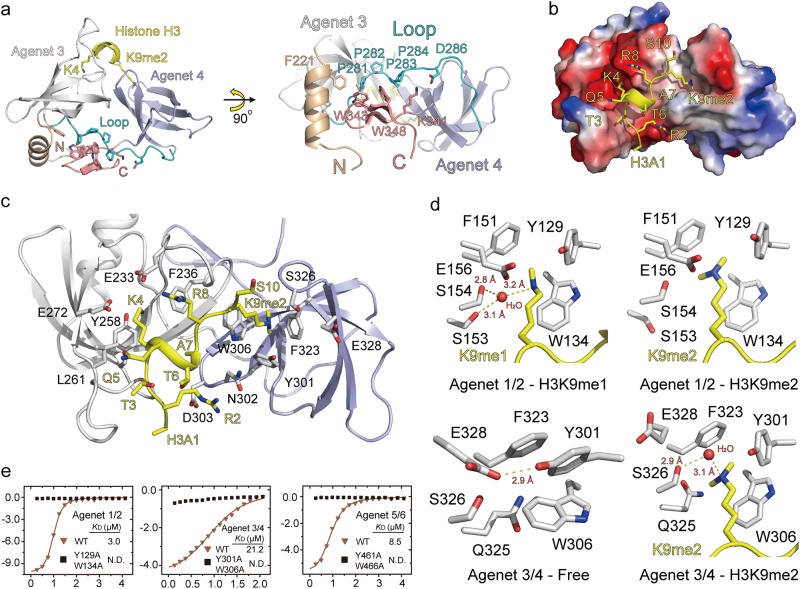
The structural basis of ADCP1 recognizing H3K9me2 modification. **a** The overall structure of ADCP1-Agenet 3/4 domain in complex with H3(1-15)K9me2 peptide. **b** The electrostatic surface view of ADCP1-Agenet 3/4 domain in complex with H3(1-15)K9me2 peptide. **c** The binding details of H3(1-15)K9me2 peptide to ADCP1-Agenet 3/4 domain. **d** The binding pocket of H3K9me1/2 modification in ADCP1-Agenet domains. **e** The ITC fitting curves of H3(1-15)K9me2 peptide to wild type and mutant Agenet domains of ADCP1. N.D., Not Detected

In the free structure of Agenet 3/4, Y301 and E328 formed a hydrogen bond, resulting in closure of the aromatic cage (Fig. 2d). Upon histone binding, the aromatic cage of ADCP1 undergoes conformational adjustments and E328 is flipped out. H3K9me2 forms a water-mediated hydrogen bond with S326 and a cation-π interaction with Y301, W306 and F323. In the Agenet 1/2-H3K9me1 complex, H3K9me1 forms a water-mediated hydrogen bond with S153, S154 and cation-π interactions with Y129, W134, and F151. In the Agenet 1/2-H3K9me2 complex, we did not observe water-mediated hydrogen bond and H3K9me2 was recognized by Y129, W134, and F151 (Fig. 2d). Although reader domain types vary, recognition of the H3K9 methylation by an aromatic cage is a conserved molecular mechanism amongst different readers, such as Agenet, SAWADEE, BAH, Tudor and Chromo domains (Supplementary information, Fig. S4). To confirm that H3K9me2 was recognized by the aromatic cage, we generated double-mutant tandem Agenet domains (Agenet 1/2-Y129A/W134A, Agenet 3/4-Y301A/W306A, Agenet 5/6-Y461A/W466A) and performed ITC experiments. The ITC results demonstrated that these binding pocket mutants of ADCP1 could not bind to H3K9me2 peptide (Fig. 2e).

### ADCP1 is directly associated with heterochromatic regions

Next, we sought to determine whether ADCP1 could recognize H3K9me2 in vivo. GUS staining with ADCP1-GUS fused complementation plants showed that ADCP1 was expressed ubiquitously in *Arabidopsis* in the vegetative stage, meristem including root tip and shoot apical meristem, reproductive stage, ovules and early stages of seeds (Supplementary information, Fig. S5a). To determine the detailed localization profile of ADCP1 in the nucleus, we then produced the GFP-fused ADCP1 complementation plants (Supplementary information, Fig. S5b). Consistent with in vitro binding activity, results from immunostaining with anti-GFP antibody showed that ADCP1 strongly co-localized with heterochromatin mark H3K9me2, mainly within the heterochromatin regions (Fig. 3a and Supplementary information, Fig. S5c, d). To further explore the in vivo binding pattern of ADCP1, we performed chromatin-immunoprecipitation followed by sequencing (ChIP-seq) with anti-GFP antibody in the ADCP1-GFP complementation plants. We found that ADCP1 was highly enriched in pericentromeric regions and perfectly co-localized with H3K9me2 (Fig. 3b, c and Supplementary information, Fig. S6a). Besides, ADCP1 showed a significant enrichment on H3K9me2-marked regions, and vice versa (Fig. 3d–f). Permutation test clearly indicated that ADCP1 had a significant correlation with H3K9me2 (Supplementary information, Fig. S6b).^20^

**Fig. 3:**
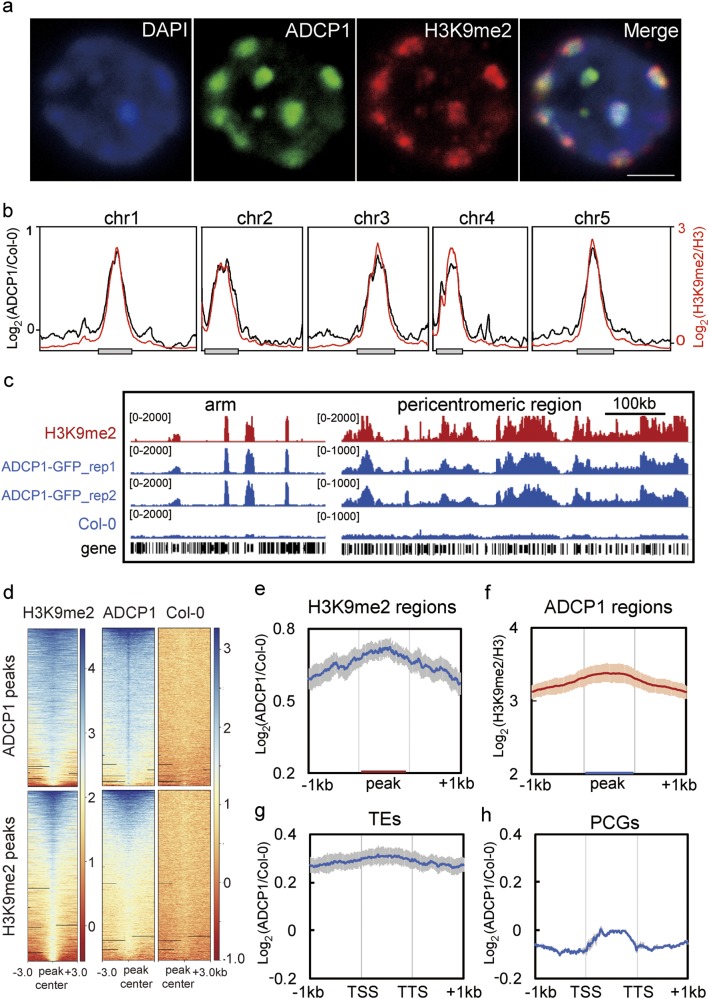
ADCP1 is directly associated with the H3K9me2 heterochromatin. **a** Immunostaining of interphase nuclei with pADCP1:ADCP1: GFP transgenic plants. Colors indicated the DNA counterstained with DAPI (blue), ADCP1-GFP (green), and H3K9me2 (red). Bar = 2μm. **b** Distribution of ADCP1 (black) and H3K9me2 (red) in the 5 *Arabidopsis* chromosomes. The gray boxes indicate the pericentromeric region of each chromosome. The left y axis means log_2_ ratio of ADCP1-GFP ChIP-seq signals to Col-0 and the right y axis means log_2_ ratio of H3K9me2 to H3 ChIP-seq signals in Col-0. The data were plotted with the mean of two biological replicates and smoothed using LOESS method by GraphPad Prism. **c** Snapshots of ADCP1 and H3K9me2 signals in selected chromosome arm (chr3: 9600-9800) and pericentromeric region (chr1: 13900-14500). H3K9me2 and GFP ChIP-seq signals are showed as reads per kilobase per million mapped reads (RPKM). GFP ChIP-seq in Col-0 is shown as the negative control. **d** Heatmaps of H3K9me2 and ADCP1 ChIP-seq enrichment in ADCP1-bound sites (top) and H3K9me2-bound sites (bottom). Each row represents a 6-kb window centred on peak midpoints. ADCP1 and Col-0 are showed as log_2_ (GFP ChIP/input), H3K9me2 is showed as log_2_ (H3K9me2/H3). **e** Metaplots of ADCP1 ChIP-seq signal in H3K9me2-marked regions. **f** Metaplots of H3K9me2 level in ADCP1-enriched peaks. **g-h** Metaplots of ADCP1 ChIP-seq signals in TEs (**g**) and in the protein coding genes (**h**). All metaplots are plotted with mean values and the shadow means the standard deviation of two biological replicates

ADCP1 was also enriched in heterochromatic patches on the euchromatic arms, where high levels of H3K9me2 were also observed (Fig. 3c). We also found a strong enrichment of ADCP1 over transposable elements (TEs) (Fig. 3g). The detailed analysis showed that almost all of the ADCP1 targets belonged to TEs, and more than 97% of them were also the targets of H3K9me2 (Supplementary information, Fig. S6c and Table S5). Furthermore, ADCP1 favored large TEs (>4 kb) and retrotransposon, especially LTR/Gypsy (Supplementary information, Fig. S6d, e). In contrast, ADCP1 was not enriched over protein coding genes (Fig. 3h), consistent with previous data that the majority of genes were devoid of H3K9me2.^21^ Collectively, ADCP1 recognizes and associates with H3K9me2-marked heterochromatin regions in vivo, which pointed to the possibility that ADCP1 functions as the Heterochromatin Protein 1 in *Arabidopsis*.

### ADCP1 is required for heterochromatic chromocenter formation

To assess the function of ADCP1, we isolated a homozygous T-DNA insertion mutant *adcp1-1*, and generated a 1 kb deletion mutant *adcp1-2* with CRISPR-Cas9 system (Supplementary information, Fig. S7a, b). We observed that the proportion of decondensed nuclei was largely increased in *adcp1* mutants compared to that in Col-0, and this observation was rescued when *adcp1-1* was complemented with ADCP1-GFP (Fig. 4a and Supplementary information, Fig. S7c). This result indicates that ADCP1 is required for the organization of heterochromatic chromocenters. In order to test whether the binding ability of ADCP1 to H3K9me2 was required for heterochromatic chromocenters formation, we mutagenized all three H3K9me2 binding pockets of ADCP1 (ADCP1M, Y129A/W134A/Y301A/W306A/Y461A/W466A) in the ADCP1 complementation construct, which disrupted the binding ability of ADCP1 to H3K9me2 (Fig. 2e). The complementation of ADCP1M-GFP in *adcp1-1* could not rescue the increased ratio of decondensed nuclei (Fig. 4a and Supplementary information, Figs. S5b, 7c). To further validate this function, we performed transient protoplast transformation with ADCP1 overexpression construct (35 S:ADCP1: GFP). After 14 h expression, we fixed the protoplasts and counterstained the nuclei with DAPI. The ADCP1 expression level was too high so that we cannot observe discrete nuclear puncta for ADCP1 localization (Supplementary information, Fig. S7d). Interestingly, we observed that the nuclear chromocenters became diffused when ADCP1 was transiently overexpressed, and the stained nuclear DNA distribution was consistent with ADCP1 signals, suggesting a role of ADCP1 (in proper dosage) in chromocenter formation (Fig. 4b and Supplementary information, Fig. S7d). By contrast, the nuclear condensation states of protoplasts transformed with ADCP1M overexpression construct showed the same pattern as the untransformed controls (Fig. 4b), indicating that the H3K9me2 readout is regulated by ADCP1 in this process. Next, we transformed ADCP1 to the protoplasts prepared from *suvh456*, the triple mutant that lost the H3K9me2 modification globally (Supplementary information, Fig. S7e). The nuclear signals of *suvh456* with ADCP1-GFP display a slightly blurry morphology due to the lack of H3K9me2 (Fig. 4b). Notably, the signals of both ADCP1M in Col-0 and ADCP1 in *suvh456* are excluded from the chromocenters (Fig. 4b), consistent with a critical role of H3K9me2 recognition in determining the nuclear distribution of ADCP1. Finally, we checked the H3K9me2 pattern in Col-0 that overexpressed ADCP1 and ADCP1M by immunostaining. It appeared that the disordered nuclei caused by ADCP1 overexpression was not accompanied by loss of the H3K9me2 foci, yet speckles of H3K9me2 are less focused in the case of ADCP1 but not ADCP1M (Supplementary information, Fig. S7f). Collectively, these results showed that ADCP1 is required for maintaining the heterochromatin patterning in the nuclei, and this function likely depends on its binding ability to H3K9me2.

**Fig. 4:**
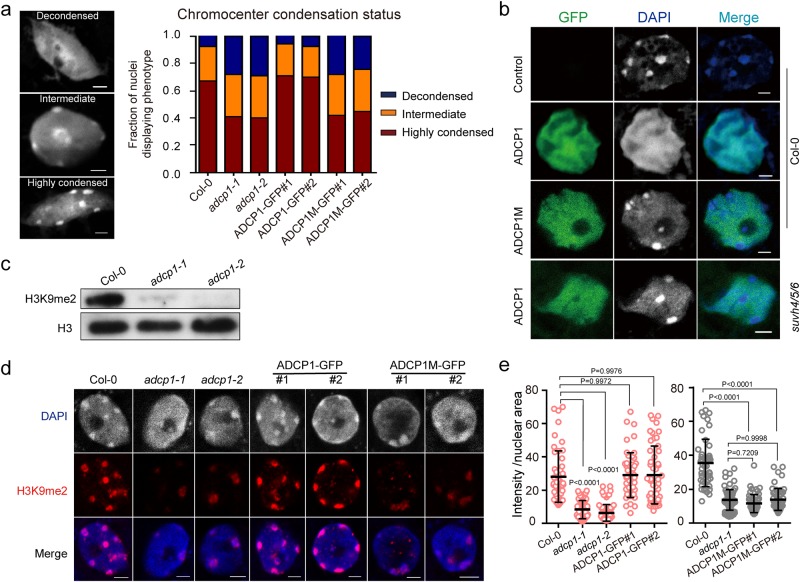
ADCP1 is required for heterochromatin formation. **a** Relative frequencies of decondensed, partially decondensed (intermediate), or wild-type chromocenters in DAPI-stained nuclei of wild-type Col-0, *adcp* mutants and ADCP1/ADCP1M complementary plants. *N* = 150. Representative nuclear condensation status stained with DAPI is showed on the left. Bar = 2 μm. **b** Transient expression of 35 S:ADCP1: GFP or 35 S:ADCP1M: GFP in protoplasts of Col-0 and *suvh456*. After 14 h of protoplasts transformation, GFP signals were observed (showed in green, and DAPI is blue). Bar = 2μm. **c** H3K9me2 western blot in Col-0 and *adcp1* mutants. **d** H3K9me2 immunostaining in Col-0, *adcp* mutants and ADCP1/ADCP1M complementary plants. Bar = 2 μm. **e** Quantification of H3K9me2 immunostaining in panel **d**, the intensity is normalized to the nuclear area. *N* = 50. The black line represents mean ± SD. The red circles and gray circles are two independent experiments. *P* values from one-way ANOVA analysis are reported. Three biological replicates were performed for all figures

### ADCP1 regulates H3K9/CHG/CHH methylation levels and TE silencing

Since the morphology of heterochromatin was affected in *adcp*1 mutants, we were then prompted to check the level of H3K9me2 and DNA methylation. Firstly, we extracted total histones and performed immunoblot of H3K9me2. A significant decrease of the H3K9me2 level was observed in *adcp1* mutants compared to that in Col-0 (Fig. 4c). Quantification of H3K9me2 immunostaining was also performed. We observed a clear reduction of the H3K9me2 level in *adcp1* mutants, and this could be complemented to the level of wild type upon ADCP1 re-expression, while this couldn’t be restored upon ADCP1M re-expression (Fig. 4d, e). Consistent with these results, the native ChIP-seq data also displayed genome-wide decreased H3K9me2 level in *adcp1* mutants, especially in the pericentromeric regions that were enriched with TEs (Fig. 5a and Supplementary information, Fig. S8a, b); this result was also validated by ChIP-qPCR within the selected loci (Supplementary information, Fig. S8c). To see whether genomic DNA methylation was influenced in *adcp1* mutants, we performed the whole-genome bisulfite sequencing in the wild type and mutant plants. Over TEs, the total levels of DNA methylation at CHG/CHH sites were significantly reduced but rarely eliminated in *adcp1* mutants, while DNA methylation at CG sites remained unchanged (Fig. 5b, c, d and Supplementary information, Fig. S8d-g). Our result suggest that ADCP1 is required for the maintenance of H3K9me2 and CHG/CHH methylation levels in vivo.

**Fig. 5:**
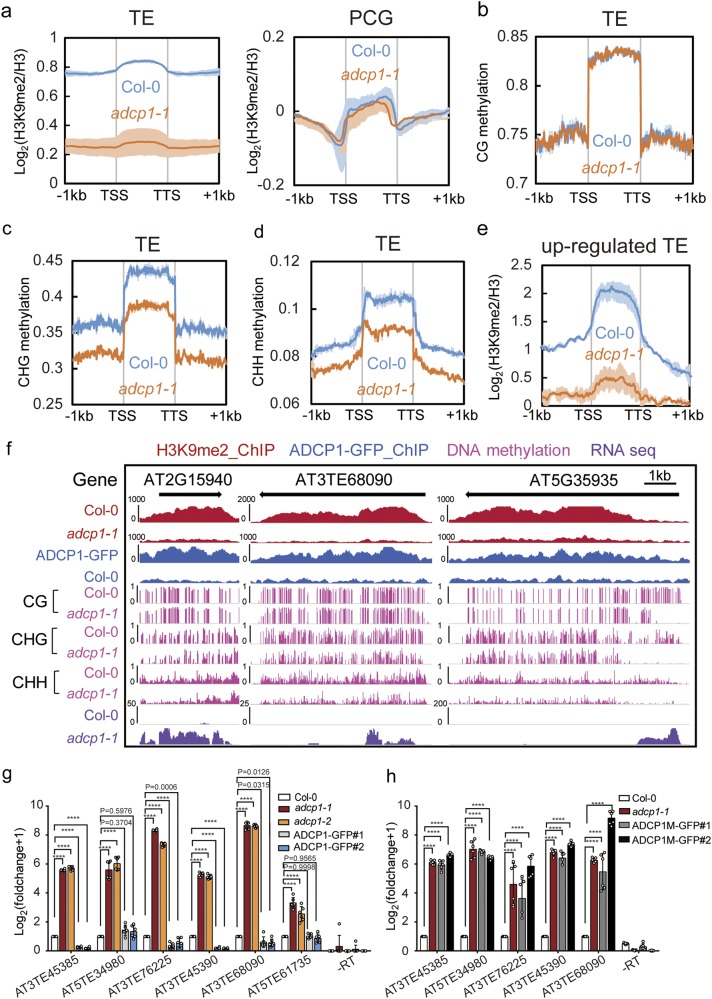
ADCP1 regulates H3K9me2 and CHG/CHH methylation levels and TE silencing. **a** Metaplots of H3K9me2 level in TEs (left) and protein coding genes (PCG, right) in Col-0 and *adcp1-1*. The shadow means the standard deviation of two biological replicates. **b**–**d** Metaplots of CG methylation (**b**), CHG (**c**) and CHH (**d**) in TEs. **e** Metaplot of H3K9me2 level in up-regulated TEs. All metaplots are plotted with mean values. The shadow means the standard deviation of two biological replicates. **f** Snapshots of all sequencing data at three selected transposon elements. ChIP-seq and RNA-seq signals are shown as RPKM, DNA methylation is shown by the ratio of methylated cytosine to all cytosine. **g**, **h** Validation of selected up-regulated TEs in Col-0, *adcp* mutants and ADCP1/ADCP1M complementary plants by RT-qPCR. PCR using primers of AT3TE6809 with templates of minus RT (-RT) was used as a negative control. The relative expression to *UBC* and *GAPDH* gene is normalized to that in Col-0. Data were shown as log_2_ (fold change + 1). Error bars indicate standard deviations of 6 replicates, including 2 biological replicates with 3 technical replicates. The circles represent the original data. One-way ANOVA was used for the statistical analysis, *P* < 0.0001(****)

Heterochromatin formation is also important for transposon silencing and genome stability maintenance. 

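RNA of 14-day-old leaves was compared between Col-0, the wild type, and the T-DNA insertion mutant *adcp1-1*, with 2 biological replicates of each genotype. The libraries were depleted of rRNA, kept the strand of the RNA and were read from both ends at 150 bases. ADCP1 (AT1G09320), on the minus strand of chromosome 1 from 3009941 to 3012363 in TAIR10, was listed at 0 FPKM in all 4 libraries, so its level does not check the genotype of a library. The authors aligned the reads to TAIR10 with HISAT2 and built transcripts with Cufflinks, separately for each library. In their deposited files the lines of reference gene models are all at 0 FPKM, and the values stand on 25226 and 25317 transcripts assembled in Col-0 and 24795 and 24764 in *adcp1-1*, on the 5 nuclear chromosomes and the mitochondrial genome. Here these transcripts were assigned by position to the gene models of their strand, where they shared at least 50% of the exonic bases of either. The value of a gene is the sum of the FPKM of its transcripts, each multiplied by the share of the gene's exonic bases that it covers, and transcripts outside gene models formed loci of their own. Values were scaled between libraries by their median ratio and tested with limma on log2(FPKM + 1), a scale that understates the change of low loci, for the 17326 loci with at least 0.5 FPKM in 2 or more libraries. The files hold no counts, and their coverage per FPKM puts the depth of Col-0 replicate 2 and *adcp1-1* replicates 1 and 2 at 1.08, 1.235 and 1.13 times that of Col-0 replicate 1. A locus was listed at 0 wherever no transcript was assembled, and this also happened at abundant genes: between 0.857% and 1.09% of the loci with a median of 5 FPKM or more in the other libraries were at 0 in the remaining library. For a locus listed at 0 in a whole genotype, the FPKM of each library is therefore given in place of a fold change.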

In order to explore the function of ADCP1 in gene and TE silencing, an RNA-seq experiment was performed in the wild type and mutant plants. In the *adcp1-1* mutant, 70% of the upregulated TEs were the targets of H3K9me2 and showed a largely decrease of H3K9me2 (Fig. 5e, f and Supplementary information, Fig. S8h). 

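RNA over the TEs shown in Fig. 5f was found in *adcp1-1* libraries and was listed at 0 in both Col-0 libraries. AT2G15940, on chromosome 2 from 6942914 to 6944794, holds the DNA transposon AT2TE28280 and had 0.879 and 1.12 FPKM in the *adcp1-1* replicates (unadjusted p = 0.00453, adjusted p = 0.257 from limma). Its transcripts covered AT2TE28280 in full in both *adcp1-1* libraries. The LTR/Copia retrotransposon AT5G35935, on chromosome 5 from 14083388 to 14089891, had 0.580 and 0.473 FPKM, with transcripts over 24.7% and 7.4% of it in the *adcp1-1* replicates. AT3TE68090 (AT3G45775), another LTR/Copia element, on chromosome 3 from 16809432 to 16813871, had 0.236 FPKM in *adcp1-1* replicate 1 and was listed at 0 in replicate 2. Both Copia elements lay under the minimum level for a test. H3K9me2 was not analysed here.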

Besides, most of the depressed TEs belong to retrotransposons (Fig. 5f and Supplementary information, Table S6), which may have transposition activity and be dangerous to genome stability. 

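RNA over Table S6 TEs was found mostly in *adcp1-1*, over retrotransposons and over TEs of other classes. Of the 45 TEs that the paper lists there, the paper places 26 among retrotransposons (13 LTR/Copia, 7 LTR/Gypsy and 6 LINE/L1), 14 among DNA transposons or Helitrons and 5 in no class. For 33 of them a position was at hand, 19 from the first 1998 of the 3364 rows of Table S5 and 14 from their related genes. Transcripts lay over 14 of these TEs in both *adcp1-1* libraries and in neither Col-0 library, over 3 in a single *adcp1-1* library, over 6 in Col-0 as well, and over 10 (9 of them retrotransposons) in no library. A transcript of either strand over any part of a TE counted. Among the 14, the share covered in *adcp1-1* replicates 1 and 2 ran from 24.7% and 7.4% of AT5TE50260 to 100% of AT2TE28280 in both. AT2TE08225 counted although its gene was at 0 FPKM in *adcp1-1* replicate 1. The 14 TEs lie in 12 loci, of which 7 are retrotransposons, 2 DNA transposons or Helitrons and 3 of no class. By TE, they are 7 of 23 retrotransposons with a position and 7 of 10 TEs of another class or of none. Of these 7, 3 lie in AT2G15940 and 3 have no class, so the 2 shares do not compare retrotransposons with other known classes. The Helitron AT1TE93275, on chromosome 1, had the most RNA, with 13.2 and 16.8 FPKM in *adcp1-1* and a listing at 0 in both Col-0 libraries. The LINE AT3TE45385, on chromosome 3, had 1.87 and 2.09 FPKM in *adcp1-1*, and the Copia element AT5TE23185 (AT5G19097), on chromosome 5, had 1.15 and 1.12, both with 0 in Col-0. AT1G20390 (AT1TE22850), an ATLANTYS1 Gypsy element with RNA in every library, had 1.25 and 1.37 FPKM in Col-0 and 2.60 and 2.21 in *adcp1-1*, with a log2 fold change 0.56, standard error 0.13, adjusted p = 0.390 from limma. AT4G28900 (AT4TE67490), a Copia element, had 0.480 ± 0.0559 FPKM in Col-0 and 1.16 ± 0.249 in *adcp1-1* (SD, n = 2), with a log2 fold change 0.54, standard error 0.16, adjusted p = 0.476 from limma. All 9 loci with enough RNA for a test had more in both *adcp1-1* libraries than in both Col-0 libraries. For the 7 at 0 in both Col-0 libraries the minimum level for a test fixes this, so the 1 in 6 that chance gives applies to AT1G20390 and AT4G28900 alone. None of the 9 passed limma's adjusted p over all loci (lowest adjusted p = 0.0585), while all 9 passed when adjusted over the list alone. The study chose this list on the same libraries, so it is not independent evidence of the direction. Of the tested TE loci with a stated class (88.9% of 27), 2 of 3 that were higher at the study's thresholds and 12 of the other 21 are retrotransposons (Fisher's exact test, two-sided p = 1). With 3 higher loci no outcome could have given a p under 0.0593, so this test shows neither a difference nor a likeness.

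**Figure D1:**
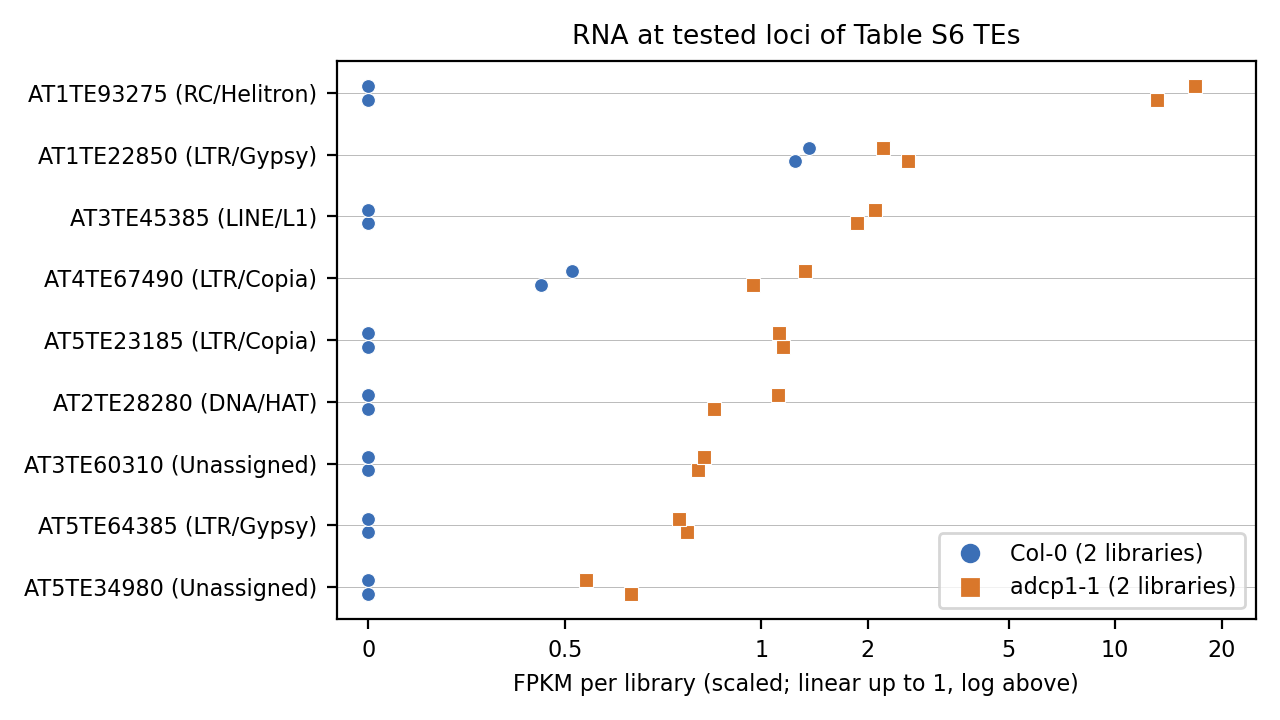
FPKM in each of the 4 libraries, scaled between libraries, at the 9 tested loci of Table S6 TEs; circles are Col-0 and squares *adcp1-1*, and the axis is linear up to 1 FPKM and logarithmic above. Both *adcp1-1* libraries lie above both Col-0 libraries at every locus, and 7 loci are listed at 0 in both Col-0 libraries.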

RT-qPCR results confirmed their up-regulated expression in *adcp1* mutants, and the reactivation of TE expression in *adcp1* mutants could be repressed in the ADCP1 complementation plants (Fig. 5g), but not in plants complemented with the ADCP1M mutant (Fig. 5h). These results suggest that ADCP1 plays an important role in transcriptional silencing of TEs through modulating the level of DNA and H3K9 methylation.

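TE RNA at 0.5 FPKM or more that was found in both libraries of a single genotype was found in *adcp1-1*, mostly at TEs of Table S6. Of all TE loci, 8 had at least 0.5 FPKM in both *adcp1-1* libraries and were listed at 0 in both Col-0 libraries, and 0 showed the reverse. Any other pairing of the libraries gave at most 1 such TE locus, and outside Table S6 the count for *adcp1-1* was 1 as well. Protein-coding loci did not lean this way, with 70 found in *adcp1-1* alone and 97 in Col-0 alone. Nor did loci outside gene models as a whole, with 30 in *adcp1-1* alone and 32 in Col-0 alone. Of these, only loci over a Table S6 TE could count as TE loci. The lack of TE loci found in Col-0 alone is therefore in part built in. Table S6, chosen on these libraries, holds 7 of the 8 TE loci, and the other is AT2G13431, which the reference names a transposable element gene of no stated class, on chromosome 2 from 5590720 to 5591414, with 1.60 and 1.79 FPKM in *adcp1-1*. Of 27 tested TE loci, 4 were higher and 0 lower at the study's thresholds on log2(FPKM + 1), namely AT2G13431, AT5G19097 and the loci over AT1TE93275 and AT3TE45385. None passed limma's adjusted p in either direction, with 10 higher and 0 lower at an unadjusted p under 0.05. Table S6 holds 9 of these 10 and 3 of the 4. Of 18 tested TE loci outside it, 1 was higher and 0 lower at that p from limma. Over all 17326 loci these counts were 834 and 839. The count of 4 became 8 with a pseudocount of 0.5, 9 with a pseudocount of 0.1 and 3 with the highest transcript of a locus. Among genes known to be silenced by DNA methylation, QQS (AT3G30720) was the single gene of 6 with enough RNA for a test. It had 2.74 ± 0.725 FPKM in Col-0 and 8.62 ± 1.57 in *adcp1-1* (SD, n = 2), with a log2 fold change 1.37, standard error 0.22, adjusted p = 0.257 from limma, and Table S7 lists it too. Of 27 tested genes of the silencing machinery, 0 passed the adjusted p and 0 the study's thresholds (0 when adjusted over the list alone). The H3K9 methyltransferase gene SUVH4 (AT5G13960) had 1.66 ± 0.0266 FPKM in Col-0 and 1.70 ± 0.397 in *adcp1-1* (SD, n = 2), and the gene of the CHG methyltransferase CMT3 (AT1G69770) had 2.50 ± 0.305 FPKM in Col-0 and 2.18 ± 0.489 in *adcp1-1* (SD, n = 2). In the paper, H3K9me2 and CHG/CHH methylation were lower in *adcp1* mutants, and most upregulated TEs were H3K9me2 targets that lost part of this mark. By RT-qPCR, TE expression rose in *adcp1* mutants and was repressed in plants complemented with ADCP1 but not with ADCP1M. From such data the paper proposes that ADCP1 acts in the silencing of TEs by way of DNA and H3K9 methylation.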

### ADCP1 mediates heterochromatin phase separation

Recent studies have shown that human HP1α (upon phosphorylation) and fly HP1a have intrinsic, weak phase transition potentials,^9,10^ and HP1α’s C-terminus negatively regulates the phase transition ability of HP1α.^9^ Interestingly, we observed that a truncated form containing Agenet 3-6 but not full length ADCP1 has intrinsic phase transition potential (Fig. 6a), suggesting the fragment containing Agenet 1-2 also negatively regulates the phase transition ability of ADCP1. The work on animal HP1 suggests a role of phase separation in heterochromatin formation.^9,10^ To biochemically confirm this, we prepared methyl-lysine analog (MLA)^22^ histone H3K9me3 and reconstituted a “designer” nucleosome array (NA) with MLA H3K9me3 marks (Fig. 6b). Consistently, we showed that H3K9me3 NA promotes phase transition of HP1α and HP1a in comparison with native NA (Fig. 6b, c). Given the observation that ADCP1 and H3K9me2 co-localize to chromocenters in plant cells (Fig. 3a), similar to HP1 and H3K9me3 in animal cells,^23^ we wondered whether ADCP1 is also involved in phase separation of H3K9me3 NA. Indeed, ADCP1 forms DNA-rich puncta with H3K9me3 NA but not with native NA in vitro (upper-middle panels, Fig. 6d). Puncta formation is H3K9me recognition-dependent as a reader pocket mutant ADCP1 failed to form puncta with H3K9me3 NA (lower panels, Fig. 6d). Several lines of evidence suggest that the puncta formation by ADCP1/H3K9me3 NA is due to phase transition: (1) the morphology of puncta is nearly a perfect round/sphere (Fig. 6d); (2) puncta formation shows sharp concentration dependence on both components (Fig. 6e); (3) ADCP1 was dynamically exchanged between puncta and ambient solution as its fluorescence recovers after being bleached (Fig. 6f).

**Fig. 6:**
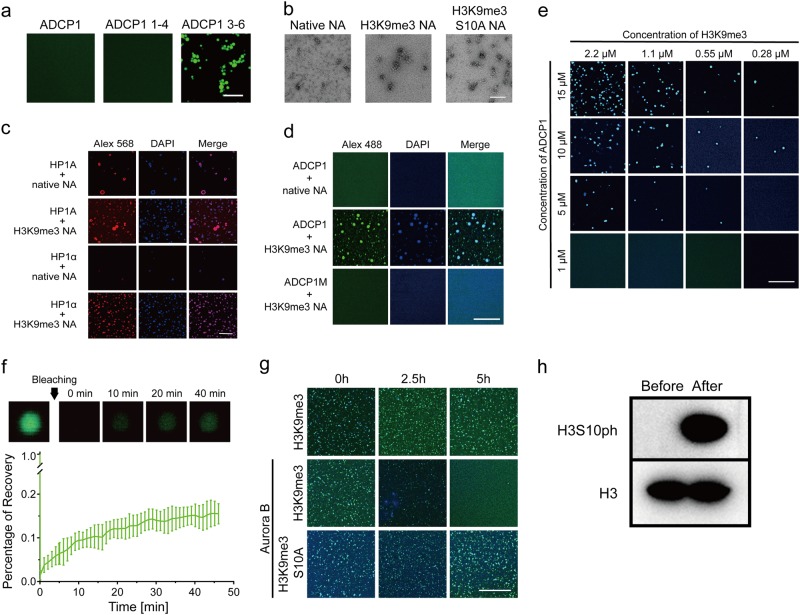
ADCP1 drives multivalent H3K9me3 nucleosome array phase separation. **a** The phase separation of ADCP1 full length, Agenet domain 1-4 and Agenet domain 3-6 protein only, bar = 20 μm. **b** Electron microscope image of native, H3K9me3 and H3K9me3S10A NA, bar = 100 nM. **c** Droplets formation of HP1A, HP1αwith H3K9me3 NA. HP1A, HP1α were labelled with Alex 568, while the NA was strained by DAPI. Bar = 20 μm. **d** Phase separation of ADCP1 with H3K9me3 NA. ADCP1 was labelled by Alex 488, while the NA was strained by DAPI. Bar = 20 μm. **e** The concentration dependence of phase separation. Bar = 20 μm. The merged images with Alex 488 fluorescence and DAPI staining were shown. **f** The FRAP of the droplets. Five droplets were bleached with 488 laser and the percentage of recovery was recorded. One of the five droplets was imaged to show the dynamic. **g** The phase separation of Aurora B treated H3K9me3 NA and H3K9me3S10A NA with ADCP1. Bar = 20 μm. **h** Western blots of H3K9me3 NA before and after aurora B treatment

Similar to a phosphorylation-dependent binary switch mechanism that has been observed for HP1,^6,7^ ITC titration showed that adjacent H3S10ph can also switch off binding between ADCP1 and H3K9me2/3 (Fig. 1d). Next we tested the responsiveness of phase-separated ADCP1-H3K9me3 NA to H3S10 phosphorylation. Both the H3K9me3 NA and the H3(S10A)K9me3 NA that harbors H3S10 alanine mutation form phase transition with ADCP1. However, phase transition of the former but not the latter can be dissolved by Aurora B treatment that causes S10 phosphorylation (Fig. 6g, h).

Collectively, the above results show that ADCP1 functions as an HP1 equivalent protein in plant to regulate heterochromatin formation through a conserved phase separation mechanism.

## DISCUSSION

HP1 in animals is crucial for heterochromatin formation and functions. However, LHP1, the homolog of HP1 in plants, functionally recognizes H3K27me3 and better resembles Polycomb proteins.^11,12^ In contrast, the ubiquitously expressed ADCP1 binds to H3K9me2 both in vitro and in vivo and is sensitive to H3S10ph. Structurally, ADCP1 induces a “helix-loop” structure of the H3(1-10) peptide and recognizes the “R2-K4-K9me2” motif instead of the “ARKS” motif shared by H3K9 and H3K27, rendering it a specific H3K9me2 reader. For animal HP1-H3K9me2/3 interactions, the histone tail inserts as an induced β-strand to complete a β-sandwich architecture of the chromodomain, and the H3 “Q5-T6-A7-R-8-K9me2/3-S10” motif mediates most interactions.^24,25^ Despite distinct motif recognition mechanisms, both HP1 chromodomain and ADCP1 tandem Agenet adopt a similar aromatic cage for H3K9 methylation readout.

The normal expression of ADCP1 is crucial for the heterochromatin maintenance, suggesting its role in organizing heterochromatin. The knock-out of *adcp1* leads to global decrease of methylation levels of histone H3K9 and DNA CHG/CHH sites, indicating that ADCP1 is involved in the positive feedback loop of establishing H3K9me2 and DNA methylations.^15^ Knock-out of *adcp1* also leads to the activation of a repertoire of transposable elements, stressing its role in TE silencing and genome stability maintenance. Importantly, we further showed that phenotypic defects caused by *adcp1* knock-out could be rescued by re-introducing the wild type *adcp1* but not its reader deficient mutant. Collectively, these results suggest that ADCP1 is a key H3K9me2 reader that regulates DNA methylation and heterochromatin formation in plants.

Agenet domain is one of the “Royal family” members and abundant in plants (Supplementary Fig. S1), but its histone reader activity has not been well characterized. *Arabidopsis* ADCP1 contains three tandem Agenet domains and all these three tandem Agenet domains recognize H3K9me2. One protein contains more than one histone reader modules can empower its multivalent engagement of histone modification patterns.^26^ For example, the presence of “PHD-Bromo” cassette in BPTF leads to the combinatorial readout of “H3K4me3-H4Kac” modification patterns at the nucleosomal level.^27^ ADCP1 is a unique histone reader that recognizes one type of histone modification trivalently. In addition, we showed that Agenet 3-6 of ADCP1 has intrinsic phase separation ability that is inhibited and thus regulated by the presence of the Agenet 1-2. Such a feature is reminiscent of human HP1α, in which a very C-terminal region of HP1α negatively regulates the intrinsic phase transition potential of an N-terminally phosphorylated HP1α.^9^ The multivalent and intrinsic phase transition features of ADCP1 likely render it a good scaffold protein in organizing biomolecular phase separation.^28^ Conceivably, through the formation of dynamic nuclear condensates,^29^ the phase-separated ADCP1 may promote the recruitment of additional client chromatin regulators such as SUVH4 or CMT3 to maintain H3K9 and DNA methylation levels. HP1 was reported to promote heterochromatin formation through H3K9me3 recognition, which could be reversed by adjacent H3S10ph.^6,7^ Using reconstituted designer nucleosome array as a probe, we showed that plant ADCP1 could drive phase separation in vitro in an H3K9me3-dependent manner. Remarkably, such phase transition could be switched off by additional H3S10 phosphorylation catalyzed by Aurora B, suggesting a “phospho-switch” mechanism for down-regulation of the ACDP1-mediated phase separation.

In sum, ADCP1 shows highly common features with HP1 in its histone binding activity, epigenetic silencing function and phase transition capability despite their distinct domain compositions. Based on these properties of ADCP1, we hold the view that ADCP1 rather than LHP1 constitutes the HP1 equivalent in plants to regulate heterochromatin formation. The mechanistically convergent evolution of two distally related proteins for a consensus function calls attention to the complexity and conservation of epigenetic regulation among different kingdoms of life. Considering the wide distribution of ADCP1 orthologues in plants, we envision that our studies shall pave the way for many new initiatives centering on the role of the Agenet domain family members in epigenetic regulation and beyond.

## MATERIALS AND METHODS

### Plasmids and plant strains

The cDNAs encoding the Agenet 1/2 domain (amino acids 31-177), Agenet 3/4 domain (amino acids 201-355), Agenet 5/6 domain (amino acids 376-517), Agenet 1-4 domain (amino acids 1-355) and Agenet 3-6 (amino acids 201-517) of ADCP1 were cloned into the pGEX6p vectors (GE Healthcare). Full length ADCP1 was cloned into the pRSFDuet vectors with a C-terminal His-tag. Point mutations were generated using the QuikChange site-directed mutagenesis kit (Stratagene). Histone peptides bearing different modifications were synthesized at SciLight Biotechnology.

Seeds of wild-type *Arabidopsis* ecotype Col-0 (Columbia-0) and T-DNA insertion mutant *adcp1-1* (SALK_130936) were obtained from the Nottingham *Arabidopsis* Stock Centre, UK. Genotyping primers are listed in Supplementary information, Table S3. The plant CRISPR/Cas9 system^30^ was used to generate the genomic deletion of ADCP1 gene (*adcp1-2*). The sequences of two sgRNAs are listed in Supplementary information, Table S3, and the locations of these sgRNAs are indicated in Supplementary information, Fig. S7a. Sequencing analysis of 2 individual mutations of *adcp1-2* are shown in Supplementary information, Fig. S7b. *suvh456* was previously described.^31,32^ The overexpression plasmids were constructed by cloning the CDS of ADCP1 into PUC19 vectors containing 35S promoter and eGFP tag. For complementation experiments, *ADCP1* genomic DNA from 2 kb upstream of ATG to 1 kb downstream of TAG were cloned into pBar1001 (modified based on pCAMBIA1300 construct with replacement of plant resistance marker Hygromycin to Basta) and the GUS/GFP tags were fused to the N-terminal of ADCP1. These vectors were constructed by Fast-Cloning method^33^ and the primers are listed in Supplementary information, Table S3.

### Protein expression and purification

The tandem Agenet domains of ADCP1 (Agenet 1/2, Agenet 3/4, Agenet 5/6, Agenet 1-4 and Agenet 3-6) were cloned into pGEX6p vector and expressed with an N-terminal GST-tag in *Escherichia coli* strain BL21 (DE3) in the presence of 0.4 mM IPTG. Overnight-induced cells were collected by centrifugation and re-suspended in lysis buffer: 100 mM NaCl, 20 mM Tris-HCl, pH 7.5. Then cells were lysed with an Emulsiflex C3 (Avestin) high-pressure homogenizer. After centrifugation at 16,770 × g, the supernatant was applied to a GST column, and proteins were directly digested on the column overnight by the PreScission proteases. The resultant protein was further purified by anion-exchange chromatography using a HiTrap Q column (GE Healthcare). The peaks eluted were applied to a Superdex 75 10/300GL (GE Healthcare) gel filtration column. The Se-methionine-substituted Agenet 3/4 protein was expressed in M9 medium supplemented with amino acids Lys, Thr, Phe, Leu, Ile, Val and Se-Met, and purified using the same protocol as the wild-type protein.

Full-length MBP-ADCP1-His was loaded on HisTrap column (GE Healthcare). The protein was eluted with the buffer 100 mM NaCl, 20 mM Tris-HCl, pH 7.5, 500 mM imidazole and the N-terminal MBP tag was removed with TEV protease. Full-length ADCP1-His was loaded on HisTrap column and the eluted peak was applied to Q column. The eluted protein was applied to a Superdex 200 10/300GL (GE Healthcare) gel filtration column.

All proteins were stored in 100 mM NaCl, 20 mM Tris-HCl, pH 7.5, at ~ 10 mg/ml in a −80 °C freezer. Mutants were expressed and purified using essentially the same procedure as for the wild-type proteins.

### Protein crystallography

Crystallization was performed by the sitting-drop vapor diffusion method under 18 °C by mixing equal volumes (1–2 μL) of protein and reservoir solution. Free Agenet 3/4 (8-10 mg/mL) crystals were grown in the solution containing 2.1 M DL-Malic acid pH 7.0. Crystals were directly flash frozen in liquid nitrogen for data collection at 100 K. For complex crystallization, Agenet 1/2 (8–10 mg/ml) and Agenet 3/4 (8–10 mg/ml) were first incubated with histone peptides (SciLight Biotechnology) at molar ratio of 1:5 for about 1 h. Crystals of Agenet1/2-H3K9me1 and Agenet1/2-H3K9me2 could be obtained under 28% (w/v) PEG 4000, 0.1 M sodium acetate, pH 5.0, 0.2 M ammonium acetate. Crystals were briefly soaked in a cryo-protectant composed of reservoir solution supplemented with 8% glycerol, and were flash frozen in liquid nitrogen for data collection at 100 K. Crystals of Agenet 3/4-H3K9me2 could be obtained under 2.0 M ammonium formate, 0.1 M HepesNa, pH 7.5. Crystals were directly flash frozen in liquid nitrogen for data collection at 100 K. All data sets were collected at beamline BL17U at the Shanghai Synchrotron Radiation Facility at 0.9793 Å. All data were indexed, integrated and merged using the HKL2000 software package.^34^

The phase of free Agenet was solved by the single-wavelength anomalous dispersion method using PHENIX software. The structures of Agenet 1/2-H3K9me1, Agenet 1/2-H3K9me2 and Agenet 3/4-H3K9me2 complexes were solved by molecular replacement using MOLREP^35^ with the free Agenet 3/4 structure as a search model. All structures were refined using PHENIX,^36^ with iterative manual model building using COOT.^37^ Detailed structural refinement statistics are shown in Supplementary information, Table S1. All structural figures were created using PYMOL (http://www.pymol.org/).

### Surface plasmon resonance imaging

To measure the interaction between immobilized peptides and flowing proteins, an SPR imaging instrument (Kx5, Plexera, USA) was used to monitor the whole procedure in real-time. Briefly, a 3D-carbene chip with well-prepared biomolecular microarray was assembled with a plastic flow cell for sample loading. The protein samples were prepared at determined concentrations in TBS running buffer (100 mM NaCl, 20 mM Tris-HCl, pH 7.5) while a 10 mM glycine-HCl buffer (pH 2.0) was used for regeneration. A typical binding curve was obtained by flowing protein sample at 2 μL/s for 300 s’ association and then flowing running buffer for 300 s’ dissociation, followed by 200 s regeneration buffer at 3 μL/s. All the binding signals were converted to standard refractive units (RU) by calibrating every spots with 1% glycerol (w/v) in running buffer with known refractive index change (1200 RU). Binding data were collected and analyzed by a commercial SPRi analysis software (Plexera SPR Data Analysis Model, Plexera, USA).

### Isothermal titration calorimetry

For ITC measurement, synthetic histone peptides (SciLight Biotechnology) and the wild-type and mutant ADCP1 tandem Agenet domains were extensively dialyzed against ITC buffer: 100 mM NaCl, 20 mM Tris-HCl, pH 7.5. The titration was performed using a MicroCal PEAQ-ITC system (Malvern Instruments) at 25 °C. Each ITC titration consisted of 17 successive injections with 0.4 μL for the first and 2.4 μL for the rest. Usually, H3 peptides at 1 mM were titrated into ADCP1 tandem Agenet domains at 0.05–0.1 mM. The resultant ITC curves were processed using Origin 7.0 software (OriginLab) according to the ‘One Set of Sites’ fitting model.

### Immunostaining and nuclear DNA staining

Immunostaining was modified based on previously described methods.^38^ Briefly, 1 g leaves were fixed by 4% paraformaldehyde for 20 min with vacuum and chopped in a petri dish containing 3 mL NEB1 (10 mM Tris-HCl pH 9.5, 10 mM KCl, 500 mM sucrose, 0.1% mercaptoethanol, 0.1% Triton-X 100) with scissors to get homogenate on ice. Then the homogenate was filtered with 40 μm cell strainer and centrifuged 3 min at 2500 rpm at 4℃. The pellet was re-suspended gently in 300 μL NEB2 (10 mM Tris-HCl, pH9.5, 10 mM KCl, 125 mM sucrose, 0.1% mercaptoethanol, 0.1% Triton-X 100) and loaded on the top of 600 μL NEB3 (10 mM Tris-HCl, pH 9.5, 10 mM KCl, 850 mM sucrose, 0.1% mercaptoethanol, 0.1% Triton-X 100). Centrifugation was performed at top speed at 4°C for 30 min to precipitate the nuclei. The nuclei were resuspended with 40 μL NEB1 and spread onto a slide.

For nuclear DNA staining, the slide was mounted with DAPI Fluoromount-G^®^ (SouthernBiotech, 0100-20) and observed under confocal (Zeiss LSM780). 150 nuclei were counted from each genotype.

For immunostaining, the air-dried slide was mounted with 4% paraformaldehyde for 30 min at room temperature. After washing with PBST, the slide was blocked with 5% BSA for 1 h at 37 °C. Then the slide was incubated with primary antibody (1:100; anti-GFP, Abcam, ab290; anti-H3K9me2, Abcam, ab1220) overnight at room temperature. The slide was washed with PBST and incubated with second antibody (1:100; Goat Anti-Mouse IgG H&L (Alexa Fluor^®^ 488), Abcam, ab150113; Goat Anti-Rabbit IgG H&L (Alexa Fluor^®^ 555), ab150078) for 1 h at 37 °C. The slide was washed with PBST and mounted with DAPI Fluoromount-G^®^ for confocal observation (Zeiss LSM780).

### Western blot of histones

Histone was extracted from 14-day-old leaves with the following protocols. Nuclei were extracted using Honda buffer (2.5% Ficoll 400, 5% Dextran T40, 0.4 M sucrose, 25 mM Tris–HCl, pH 7.4, 10 mM MgCl_2_, 10 mM β-mercaptoethanol, 0.5 mM PMSF, protease inhibitor cocktail) and lysed with histone extraction buffer (10 mM Tris-HCl, pH 7.5, 2 mM EDTA, 0.25 M HCl, 5 mM 2-mercaptoethanol β-ME, 0.2 mM PMSF). The nuclei lysis was centrifuged and the supernatant was precipitated with 25% TCA. The precipitated pellets were washed by acetone and dissolved by sample lysate (50 mM Tris-HCl pH7.4, 150 mM NaCl, 1% NP-40). The extracted histones in 2 × SDS sample buffer were boiled and loaded into SDS-PAGE. Samples were separated by SDS-PAGE, blotted onto PVDF membranes, blocked with 5% milk and subsequently incubated with anti-H3 antibodies (1:5000 dilution; Abcam, ab1791), anti-H3K9me2 (1:2000 dilution; Abcam, ab1220). HRP-linked goat anti-mouse antibodies and HRP-linked goat anti-rabbit antibodies (EASTBIO, BE0101, BE0102) were used as secondary antibodies. ECL prime western blotting detection reagent (GE) was used to induce chemiluminescence.

### Protoplast transformation

Protoplast transformation was performed as follows.^39^ Briefly, protoplasts were extracted from 4-weeks-old leaves and transformed with plasmid mediated by 20% PEG-Ca. After 14 h of transient expression, protoplasts were fixed with 4% paraformaldehyde and stained with DAPI.

### RT-qPCR and RNA-seq

For RNA-seq, total RNA was extracted from 14-day-old leaves using Trizol (Ambion). Libraries for two biological replicates of each genotype were constructed and sequenced according to the manufacturer’s protocol (NEBNext^®^ UltraTM Directional RNA Library Prep Kit for Illumina^®^). The rRNA was depleted from total RNA using Ribo-ZeroTM rRNA removal Kit (Illumina). Illumina libraries were generated and sequenced using a 2 × 150 paired-end (PE) configuration on the HiSeq instrument (Illumina). For RT-qPCR, extracted RNAs were treated with DNase I for 15 min, and the cDNA was synthesized by PrimeScript™ RT reagent Kit with gDNA Eraser (Takara, RR047A). Resulting cDNA was used for qPCR amplification using LightCycler 480 SYBR Green I Master (Roche, 4887352001) and primers are listed in Supplementary Table S3. The *UBC* and *GAPDH* genes were included as internal controls for normalization.

### ChIP-qPCR and ChIP-seq

For H3K9me2 ChIP, nuclei were extracted from 2.5 g two-week-old leaves and washed with Honda buffer. The extracted nuclei were re-suspended in MNase digestion buffer (50 mM Tris-HCl, pH 7.6, 5 mM CaCl_2_, 0.1 mM PMSF, 1 × cocktail protease inhibitor) including 5 μL RNase A (Takara, 2158), and incubated for 30 min at 37 °C. Next, Micrococcal Nuclease (NEB, M0247S) digestion was performed and stopped by adding EDTA to a final concentration of 10 mM. Next the nucleosomes were released by adding 0.005% SDS and rotation at 4 °C for 3 h. After centrifugation for 10 min at max speed, the supernatant was diluted and ready for IP. 50 μL Dynabeads Protein G magnetic beads (Invitrogen, 10004D) coupled with 5 μL antibody (anti-H3K9me2, ab1220; anti-H3, ab1791) were added to 1 mL sample and the mixture was rotated at 4 °C overnight. After washed by 50 mM NaCl Wash Buffer,100 mM NaCl Wash Buffer,150 mM NaCl Wash Buffer (50 mM Tris-HCl, pH 7.6, 10 mM EDTA, 50/100/150 mM NaCl, 0.1 mM PMSF, 1× cocktail protease inhibitor), TE Buffer, 10 min for each wash; the DNA was purified by phenol-chloroform for sequencing and qPCR.

For ADCP1 ChIP-seq, the protocol was modified based on previous published method.^40^ Nuclei were extracted from 3 g 14-day-old leaves of ADCP1-GFP complementation plants (Col-0 as a control) and cross-linked in 1% formaldehyde. After stopped by 0.125 M glycine and washed by NRBT, the nuclei were suspended by nuclei lysis buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS, 1 × protease inhibitor). Then the nuclei were sonicated 3 times for 10 min (30 s on/off intervals) using the Bioruptor^®^ Pico. The chromatin was centrifuged at max speed for 10 min and the supernatant was collected. The supernatant was diluted 10 times with ChIP dilution buffer (1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl, pH 8.0, 167 mM NaCl), and then anti-GFP antibody (Abcam, ab290) with a ratio of 1:500 was added for incubation. After rotating at 4 °C overnight, 50 μL Dynabeads Protein G magnetic beads (Invitrogen, 10004D) washed by ChIP dilution buffer was added to the sample. After rotating for 3 h, the beads were washed sequentially with Low Salt Buffer, High Salt Buffer, LiCl Buffer, TE Buffer (each buffer for a quick wash, and a 5 min wash). 100 μL 10% Chelex resin (Biorad, 1422842) was added to elute immune complexes. The mixture was incubated at 95 °C for 10 min at 1300 rpm, cooled to RT and incubated with 2 μL Protease K (10 mg/mL, Amresco 0706) for 1 h at 45 °C, and boiled for another 10 min at 95 °C and 1300 rpm. Then the elution was purified with phenol-chloroform for sequencing.

The ChIP-seq DNA was sonicated to 200 bp using The Covaris^®^ S220 System and the library was constructed using ACCEL-NGS^®^1 S PLUS DNA LIBRARY KIT (Swift Biosciences, Cat. No. 18096) according to the manufacturer’s instruction.

### Whole genome bisulfite sequencing (BS-seq)

DNA was extracted from 14-day-old leaves with CTAB. After complete bisulfite conversion of 2 μg DNA with EZ DNA Methylation-Gold Kit (Zymo Research,D5005), the DNA was sonicated to 250 bp (Covaris) and subjected to library generation following Illumina’s manufacturer Instructions (Swift Biosciences, ACCEL-NGS^®^ METHYL-SEQ DNA LIBRARY KIT, 30024).

### Data analysis

All libraries were sequenced on the Illumina HiSeq-PE150 platform with paired-end 150 bp read length. Base calling and FastQC were performed with standard Illumina software and then the clean reads were mapped to the *Arabidopsis* genome TAIR10 (http://www.arabidopsis.org/).

For RNAseq, reads were mapped with hisat2,^41^ cufflinks and cuffdiff^42^ were used to find different expressed genes. Different expressed elements in wild type and mutants were defined by applying log_2_ (mutant /wild-type) >1 and *p* < 0.05 cutoffs. 

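Most tested genes that respond to low sugar or darkness had more RNA in both *adcp1-1* libraries than in both Col-0 libraries, and most that respond to low phosphate or low sulfur had less. These shifts rest on the lists at a preset correlation, and no gene of them passed the test over all loci. Of 17 tested genes of the sugar and dark response, 15 were higher in both *adcp1-1* libraries and 0 lower, with a median log2 fold change of 1.02. The asparagine synthetase gene ASN1 was among them but shares a transcript with another gene. SEN1 (AT4G35770), a senescence-associated gene, had 130.1 ± 31.7 FPKM in Col-0 and 323 ± 46.5 in *adcp1-1* (SD, n = 2), with a log2 fold change 1.32, standard error 0.26, adjusted p = 0.320 from limma. BT2 (AT3G48360), which encodes a BTB/TAZ protein, had 87.6 ± 5.45 FPKM in Col-0 and 218 ± 8.38 in *adcp1-1* (SD, n = 2), with a log2 fold change 1.31, standard error 0.15, adjusted p = 0.167 from limma. Of 18 tested genes of the phosphate starvation response, 14 were lower in both *adcp1-1* libraries and 0 higher, with a median of -0.71. SQD1 (AT4G33030), for sulfolipid synthesis, had 36.6 ± 1.56 FPKM in Col-0 and 20.8 ± 0.140 in *adcp1-1* (SD, n = 2). The phosphate transporter gene PHT1;4 (AT2G38940) had 5.90 ± 0.276 FPKM in Col-0 and 3.01 ± 0.0790 in *adcp1-1* (SD, n = 2). Of 13 tested genes of the sulfur starvation response, 11 were lower in both *adcp1-1* libraries and 0 higher, with a median of -0.90. LSU2 (AT5G24660), a gene of the response to low sulfur, had 10.4 ± 0.931 FPKM in Col-0 and 2.15 ± 0.405 in *adcp1-1* (SD, n = 2). The sulfate transporter gene SULTR1;2 (AT1G78000) had 1.35 and 1.296 FPKM in the Col-0 libraries and was listed at 0 in *adcp1-1*. Of 8 touch and cell wall genes, 5 were higher in both *adcp1-1* libraries, among them TCH4 (AT5G57560), for a xyloglucan-modifying enzyme, with 39.9 ± 6.83 FPKM in Col-0 and 172 ± 17.9 in *adcp1-1* (SD, n = 2). The expansin gene EXPA1 (AT1G69530) had 43.8 ± 8.06 FPKM in Col-0 and 24.2 ± 4.64 in *adcp1-1* (SD, n = 2). Of 12 early auxin genes, 9 were higher in both, such as IAA2 (AT3G23030), with 39.3 ± 4.26 FPKM in Col-0 and 84.1 ± 16.8 in *adcp1-1* (SD, n = 2). Chance puts 1 gene in 6 above, and as many below, in this way. Against all other loci, with camera at a preset correlation of 0.01, adjusted p = 1.21e-11 for the sugar list, 6.90e-09 for phosphate, 9.82e-08 for sulfur, 1.37e-06 for auxin and 0.00255 for touch. Camera gave adjusted p = 0.393 or more for each with an estimated correlation. No member passed limma's adjusted p over all loci. Adjusted over the list alone, 11 sugar genes and 5 touch genes were higher, 5 phosphate genes, 3 sulfur genes and 1 touch gene were lower, and 0 auxin genes passed. The lists were written after Table S7, which was chosen on these libraries, had been read. Outside that table, 8 of 10 sugar genes and 6 of 9 auxin genes were higher in both *adcp1-1* libraries, 8 of 11 phosphate genes and 5 of 7 sulfur genes were lower, and of 3 touch genes 0 were higher and 1 lower.

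**Figure D2:**
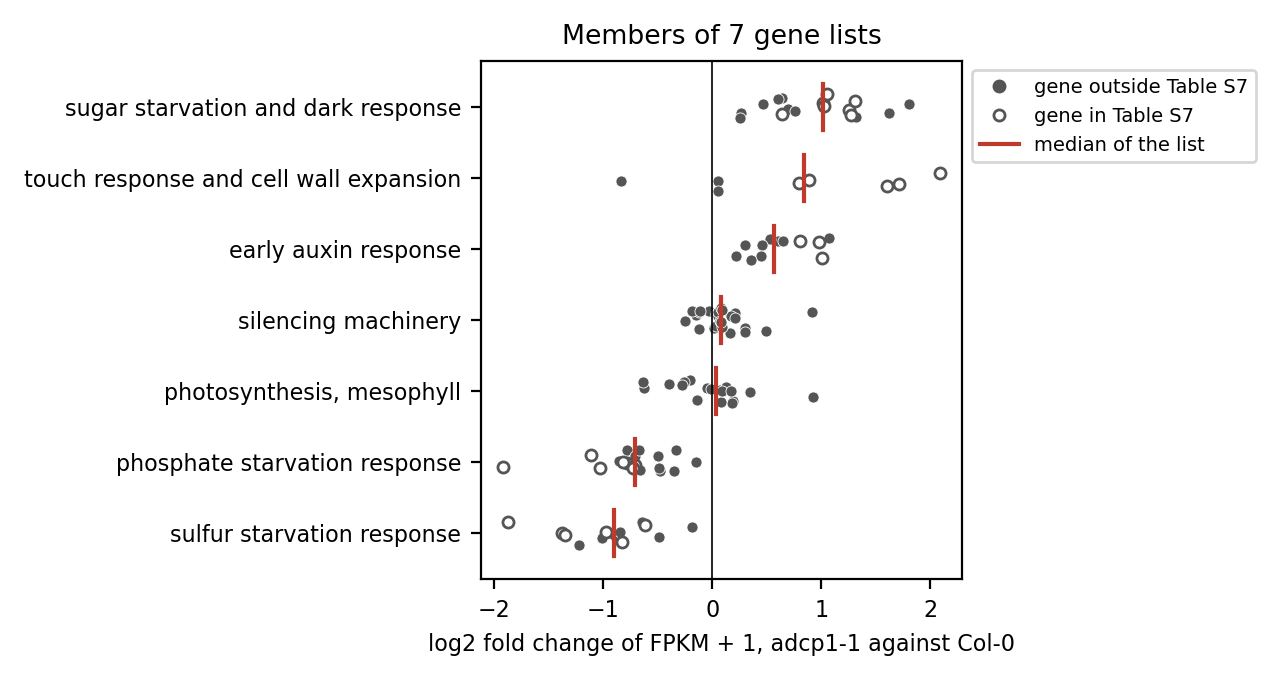
Log2 fold change of FPKM + 1 in *adcp1-1* against Col-0 for the tested members of 7 gene lists; each point is a gene, open where Table S7 lists it, and the line is the median of the list. The medians run from -0.90 for the sulfur starvation response to 1.02 for the sugar starvation and dark response.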

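Most tested genes of Table S7 lay in the listed direction. Of its 133 higher loci, 118 were tested and 108 had a positive log2 fold change, and of its 100 lower loci, 83 were tested and 78 had a negative one. At the study's thresholds, 50 of the higher and 18 of the lower loci were called; the study chose them on the same libraries, so this is not independent evidence. Over all loci, 204 were higher and 154 lower in *adcp1-1* at these thresholds with limma's p and log2(FPKM + 1), or 165 and 208 without scaling between libraries. The balance thus turned without scaling and is not settled. With 1 library left out, higher loci led without either Col-0 library and lower loci without either *adcp1-1* library. In those fits a transcript missed in the lone library of a genotype can read as a genotype difference, so they do not test the balance. At an adjusted p under 0.05, 3 loci were higher and 4 lower, with 834 and 839 at an unadjusted p under 0.05. Fits with 1 library left out have 1 residual degree of freedom against 2 in the main fit, so they are a weak test of the calls at an adjusted p. All 7 of these calls were listed at 0 in both libraries of a genotype. Among them, PSAK (AT1G30380), for a subunit of photosystem I, had 1034 and 853 FPKM in *adcp1-1* and 0 in Col-0 (adjusted p = 0.0163 from limma). PnsB3 (AT3G16250), for a subunit of the NDH complex, had 24.1 and 19.8 FPKM in Col-0 and 0 in *adcp1-1* (adjusted p = 0.0493 from limma). The paper's Table S7 lists neither PSAK nor PnsB3. In all, 17 loci of 5 FPKM or more were missing from both Col-0 libraries and 10 from both *adcp1-1* libraries, while pairs of 1 Col-0 and 1 *adcp1-1* library lacked 8 to 13. Genes joined by shared transcripts, mostly mitochondrial, reduce the 17 to 11 groups, which lies within the range of those pairs. Of the 10 higher and 10 lower loci with the largest change, 8 and 6 were listed at 0 in a whole genotype. Of the 4 with RNA in every library, AT4G32270, for a ubiquitin-like protein, with 5.12 ± 0.181 FPKM in Col-0 and 108 ± 16.6 in *adcp1-1* (SD, n = 2), NRPD2B (AT3G18090), with 27.4 ± 8.44 FPKM in Col-0 and 0.912 ± 0.285 in *adcp1-1* (SD, n = 2), and AT4G37920 share transcripts with neighbouring genes. The noncoding RNA AT3G61198 shares none and had 86.8 and 24.3 FPKM in Col-0 and 4.35 and 2.25 in *adcp1-1*, with a log2 fold change -3.50, standard error 0.72, adjusted p = 0.341 from limma. With loci that share transcripts or are at 0 in any library set aside, 79 loci were higher and 31 lower at the study's thresholds, or 83 and 35 with limma fitted again to only the loci above 0 in all 4 libraries. The auxin-induced gene SAUR23 (AT5G18060), with 5.46 ± 0.717 FPKM in Col-0 and 29.6 ± 1.09 in *adcp1-1* (SD, n = 2), the sugar transporter gene STP1 (AT1G11260), with 83.7 ± 15.2 FPKM in Col-0 and 313 ± 34.2 in *adcp1-1* (SD, n = 2), and the chalcone synthase gene TT4 (AT5G13930), with 3.25 ± 0.900 FPKM in Col-0 and 0.818 ± 0.333 in *adcp1-1* (SD, n = 2), were picked from these after their values were seen. Table S7 lists 45 of the 83 higher and 14 of the 35 lower loci, with STP1 and TT4 but without SAUR23.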

The DEGs are listed in Supplementary information, Table S7.

ChIP-seq reads were mapped with Bowtie2, allowing up to one mismatch. Only uniquely mapped reads were retained. ChIP binding peaks were called by MACS2.^43^ DNA reads from ADCP1-GFP ChIP with transgenic plants were normalized with the ones from control ChIP with Col-0 control. ChIP reads for histone modifications were normalized with the ones of H3 ChIP, and only peaks with FDR < 0.05 were identified as enriched regions. Searches for enriched DNA motifs were performed using MEME-ChIP^44^ and Homer^45^ with default parameters (Supplementary information, Fig. S6f and Table S4).

BS-seq reads were mapped by Bismark^46^ with default parameters. After removal of the PCR duplicates, the methylation information was obtained using Bismark with a cutoff of at least 4 coverage depth.

The alignments were converted to bigwig files using deepTools^47^ and imported into the Integrative Genomics Viewer (IGV)^48^ for visualization.

### Statistical analysis

Data were processed using Prism v.6 (GraphPad Software). Comparisons between multiple groups were analyzed by one-way ANOVA test. For qPCR, asterisks indicate significant differences compared to Col-0. ****P < 0.0001. The uncertainty in the mean is reported as the standard deviation of the mean (SD).

### Preparation of histone proteins and DNA template

Recombinant human wild-type histone H2A, H2B, H4 proteins, and mutant H3 (H3C110A, H3K9C/C110A, H3K9C/S10A/C110A) proteins were over-expressed in *E. coli* and purified essentially as described previously.^49^

Plasmid of DNA template harboring 12 × 177 bp tandem repeats of Widom 601 sequence was a gift from Dr. Guohong Li in Institute of Biophysics, Chinese Academy of Sciences. Preparation of 12 × 177 bp 601 DNA template followed the method described previously.^50^ Sequence for the 177 bp DNA repeats was listed as below with 601 DNA sequence underlined:

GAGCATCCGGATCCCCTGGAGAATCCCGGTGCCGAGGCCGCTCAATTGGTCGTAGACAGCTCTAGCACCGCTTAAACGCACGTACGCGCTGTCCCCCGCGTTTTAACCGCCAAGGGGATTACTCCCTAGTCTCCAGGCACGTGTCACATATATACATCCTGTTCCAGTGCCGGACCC

### Methyl-lysine analog (MLA) histone H3K9me3 preparation

Due to lack of sufficient H3K9me3 histone samples, we adopted the methyl-lysine analog (MLA) strategy to obtain structurally and biochemically similar analog of H3K9me3, in which a tri-methyl-aminoethyl group was introduced to the thiol group of cysteine 9 in the context of H3K9C/C110A and H3K9C/S10A/C110A histone H3 samples.^22^ In brief, 10 mg lyophilized H3K9C/C110A or H3K9C/S10A/C110A H3 sample powder was solubilized in 980 μL solubilization buffer (1 M HepesNa, pH 7.4, 4 M guanidine hydrochloride, 10 mM D/L-methionine, 20 mM DTT) by incubation at 37 °C for 1 h. 100 mg bromocholine bromide (TCI) was then added to the solution to initiate the chemical reaction. After incubation at 50 °C for 2.5 h, 10 μL of 1 M DTT was added and the mixture was incubated for another 2.5 hs. By the end of the reaction, 50 μL 2-mercaptoethanol was added to quench extra unconsumed bromocholine bromide. Before octamer reconstitution, the MLA H3 proteins were exchanged to unfolding buffer (20 mM HepesNa, pH 7.4, 6 M guanidine hydrochloride, 10 mM DTT) using PD-10 desalting columns (GE Healthcare), and the tri-methylated lysine 9 analogs on H3K9C/C110A and H3K9C/S10A/S110A proteins were confirmed by western blot assays using monoclonal anti-Histone H3K9me3 antibody (Abcam).

### Reconstitution of 12× nucleosome chromatin

The respective histone octamers were reconstituted using the method of serial dialysis. Briefly, equal molar amounts of individual histones in unfolding buffer (20 mM HepesNa, pH 7.4, 6 M guanidine hydrochloride) were combined and dialyzed against refolding buffer (20 mM HepesNa, pH 7.4, 2 M NaCl). Octamers were further purified through a Superdex 200 10/300 GL column (GE Healthcare).

Reconstitution of 12× nucleosome chromatin was performed at 4 °C using the salt dialysis method as previously reported with minor modifications.^49^ DNA template harboring 12 × 177 bp tandem repeats of Widom 601 sequence and respective histone octamers were mixed together with the molar ratio of 1:12, and dialyzed over 18 h in HNE buffer (40 mM HepesNa, pH 7.4, 2 M NaCl, 0.5 mM EDTA, 1 mM DTT, 0.5 mM Benzamidine). The mixture was continuously diluted by slowly adding LNE buffer (40 mM HepesNa, pH 7.4, 350 mM NaCl, 0.5 mM EDTA, 1 mM DTT, 0.5 mM Benzamidine) to decrease the NaCl concentration from 2 M to 0.6 M. The reconstituted 12× nucleosome chromatin was further dialyzed against FNE buffer (20 mM HepesNa, pH 7.4, 50 mM NaCl) for 3 h before use.

### Negative stain and electron microscopy

Before grid preparation, all samples were co-dialyzed against the same buffer (20 mM HepesNa, pH 7.4, 50 mM NaCl) overnight, and then, 0.04 μM respective 12 × nucleosome chromatins were used for negative stain.

For negative staining, the copper grids supported by a thin layer of lacey carbon film (Beijing Zhongjingkeyi Technology, China) were glow-discharged. 4 mL of each sample at a concentration of ~ 0.04 μM were applied onto the grid for 1 min, and then the grid was washed in uranyl acetate (2% w/v) for 30 seconds before drying. Images were taken on an FEI Tecnai Spirit Bio TWIN microscope operating at 120 kV.

### Aurora B, HP1a, and HP1α purification

Human Aurora B kinase cDNA was cloned into a pET Duet (Novagen) with a His-MBP tag in N-terminus. HP1a and HP1α were cloned into a pRSFDuet vector (Novagen) with a 6 × His tag at the N-terminus. All proteins were expressed in *E. coli* BL21 (DE3). Cells were cultured to OD600 0.6 at 37 °C and induced at 18 °C with 0.5 mM IPTG overnight. Cells were ultrasonically broken down in the buffer (20 mM HepesNa 500 mM NaCl, pH 8.0), and then centrifuged at 20000 × g for 40 min. The supernatant was incubated with Ni resin followed by washing resin with washing buffer (40 mM imidazole, 20 mM HepesNa, pH 8.0, 500 mM NaCl). The proteins were eluted with elution buffer (400 mM imidazole, 20 mM HepesNa, pH 8.0, 500 mM NaCl). The proteins were further purified with ion exchange chromatography and size-exclusion chromatography.

### Aurora B treatment

Aurora B kinase, ATP (NEB, P0756S) and 10 × kinase buffer (CST, 9802S) were added to the nucleosome array. The final concentration of kinase was 5 µM and ATP was 50 µM. The mixture was incubated at 30 °C for 5 h. The reaction product was detected by the ph-H3S10 antibody (Abcam, ab5176). Phase separation experiment of H3K9me3S10ph nucleosome array was conducted using the following protocol.

### Phase separation experiments

ADCP1 Agenet domain 1-4 (1-355 aa) and Agenet 3-6 (201–517 aa) proteins were stored in 20 mM HepesNa, pH 7.4, 150 mM NaCl. A 1:1 molar ratio of Alex 488 (Invitrogen, A10254, dissolved in DMSO) was added into ADCP1 and the mixture was incubated at room temperature for 1 h. The excess dye was removed using MicroSpin G-50 column (GE Healthcare, 27533001). DAPI was added to native/K9me3/K9me3S10A 12× nucleosome array to label the DNA. Protein and nucleosome array were diluted to a proper concentration. Equal volume of nucleosome array and ADCP1 were mixed in a 384 well glass bottom plate (Cellvis, P384-1.5H-N). For Fig. 6a, the concentrations of three proteins were 30 μM. For Fig. 6c, the concentrations of both HP1A and HP1α were 25μ M (labelled with Alex 568 (Invitrogen, A20341, dissolved in DMSO) as described above), the concentration of H3K9me3 was 0.84 μM. For Fig. 6d, the concentration of ADCP1 was 15 μM, the concentration of H3K9me3 was 2.2 μM. The sample volume in each well was 5–10 μL. After 1 h incubation at room temperature, images were captured by Nikon A1RMP confocal microscope with 100 × oil objective. For FRAP analysis, mean fluorescence intensities from five regions of interests (ROIs) of time-lapse images were computed. ROI-1 was the bleached droplet, ROI-2 was a non-bleached droplet, ROI-3 was a background region. NIS-element software was used for data analysis.

### Data access

The sequencing data have been deposited into Gene Expression Omnibus (GEO) with the accession number GSE118063. The atomic coordinates and structure factors have been deposited into Protein Data Bank under accession codes 6IE4 for ADCP1-Agenet1/2-H3(1-15)K9me1, 6IE5 for ADCP1-Agenet3/4, 6IE6 for ADCP1-Agenet3/4-H3(1-15)K9me2, and 6IE7 for ADCP1-Agenet1/2-H3(1-15)K9me2.

## Electronic supplementary material

Supplementary information, Figure S1

Supplementary information, Figure S2

Supplementary information, Figure S3

Supplementary information, Figure S4

Supplementary information, Figure S5

Supplementary information, Figure S6

Supplementary information, Figure S7

Supplementary information, Table S1

Supplementary information, Table S2

Supplementary information, Table S3

Supplementary information, Table S4

Supplementary information, Table S6

Supplementary information, Table S5

Supplementary information, Table S7

Supplementary information, Figure S8

## Electronic supplementary material

**Supplementary information** accompanies for this paper at 10.1038/s41422-018-0104-9.

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 1 — Supplementary information, Figure S1

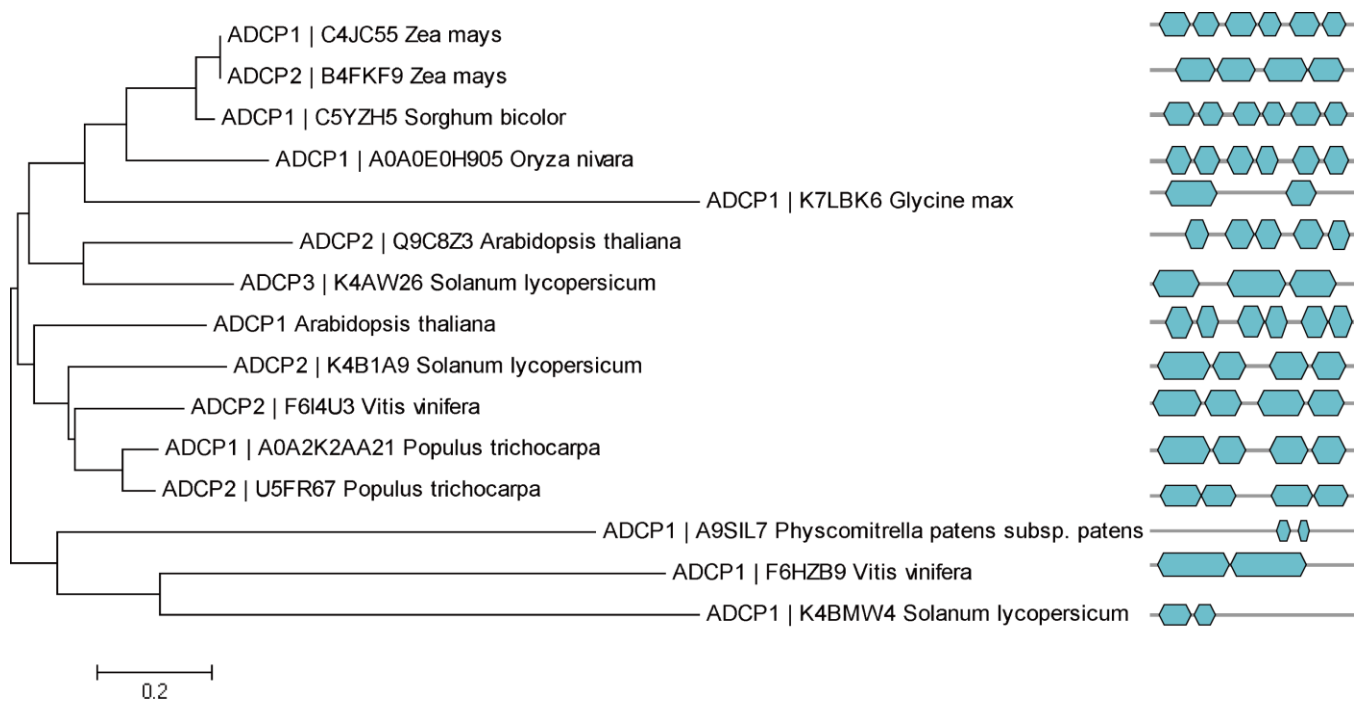

Figure S1 Phylogenetic tree of ADCP1 in different plant species. The phylogenetic tree of ADCP1 in different species, constructed by MEGA using Neighbor-Joining Tree method. The Agenet domain was shown as the colored hexagon.

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 2 — Supplementary information, Figure S2

a

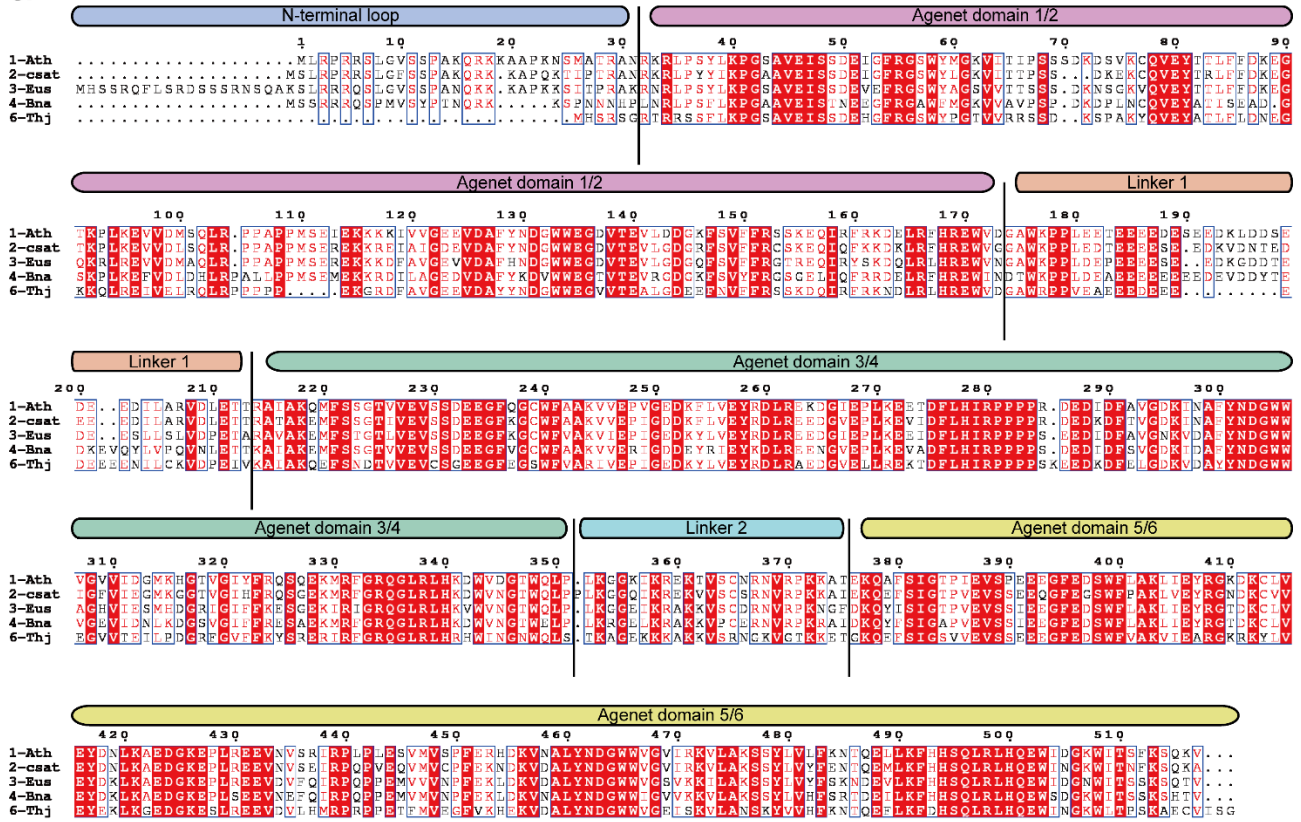

b

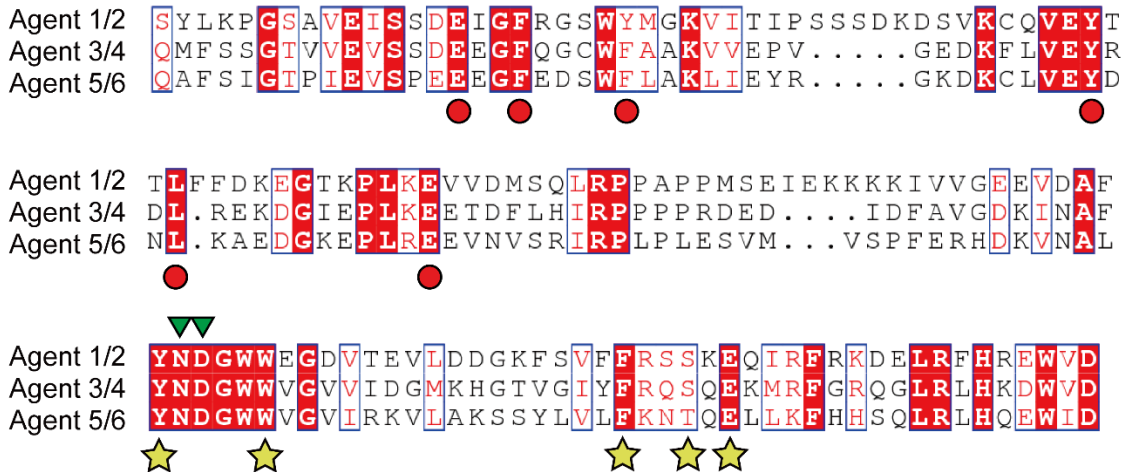

Figure S2 The sequence alignment of plant ADCP1. a The sequence alignment of ADCP1 in *Arabidopsis thaliana* (Ath), *Camelina sativa* (Csat), *Eutrema salsugineum* (Eus), *Brassica napus* (Bna) and *Tarenaya hassleriana* (Thj). **b** The sequence alignment of Agenet 1/2, Agenet 3/4 and Agenet 5/6 domains of *AtADCP1*. The residues involved in H3R2 recognition are labelled with green triangles; the residues involved in H3K4 recognition are labelled with red circles; the residues involved in H3K9me2 recognition are labelled with yellow asterisks.

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 3 — Supplementary information, Figure S3

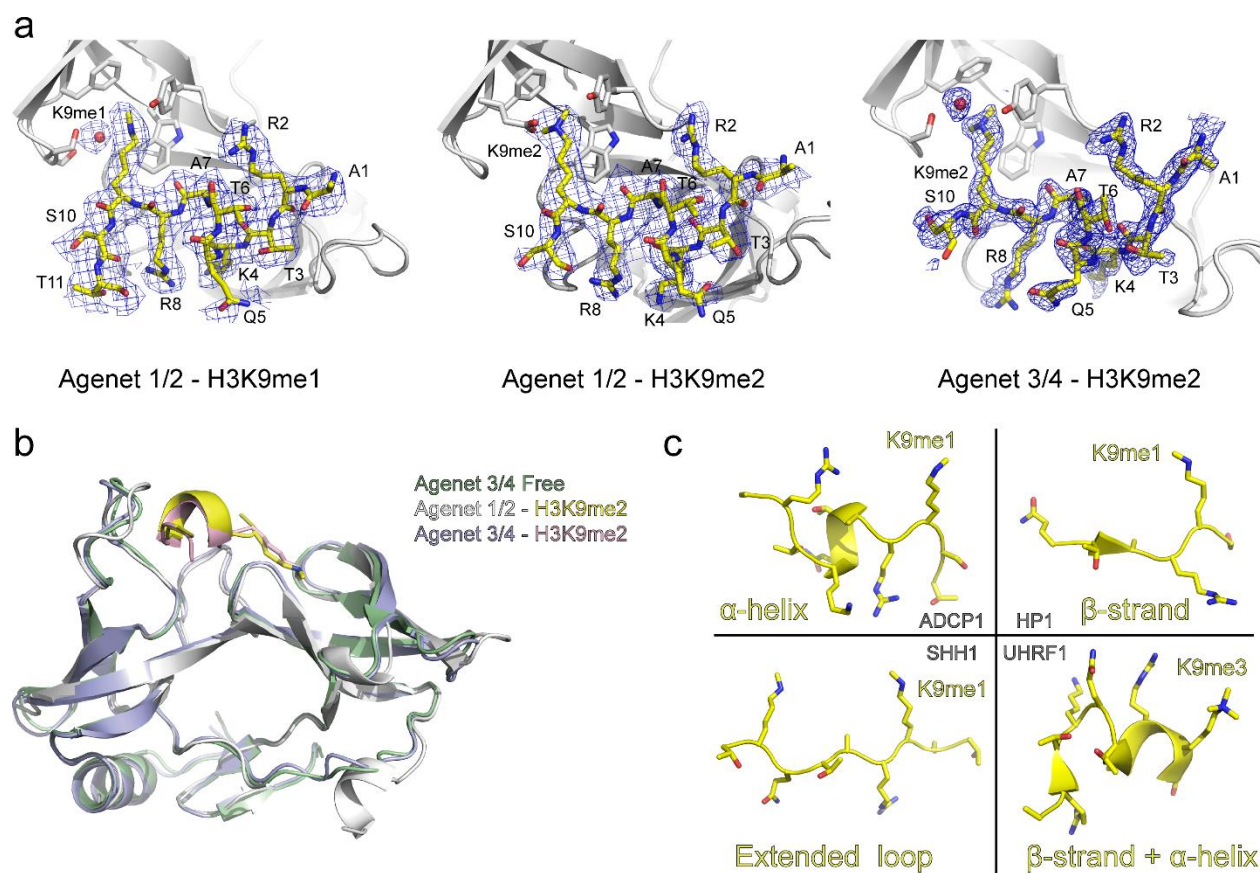

Figure S3 The crystal structures of ADCP1 in complex with H3K9me peptides. **a** The crystal structure of Aget 1/2-H3K9me1, Aget 1/2-H3K9me2 and Aget 3/4-H3K9me2 complexes. Histone peptides are shown with a Fo-Fc omit map contoured at 2.0 σ . **b** The alignment of Aget 1/2-H3K9me2, Aget 3/4-free, Aget 3/4-H3K9me2 structures. **c** The conformation of histone peptide in complex with histone H3K9me2/3 readers ADCP1, HP1, SHH1 and UHRF1. Only histone peptides are shown in the figure as cartoon model.

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 4 — Supplementary information, Figure S4

Arabidopsis thaliana

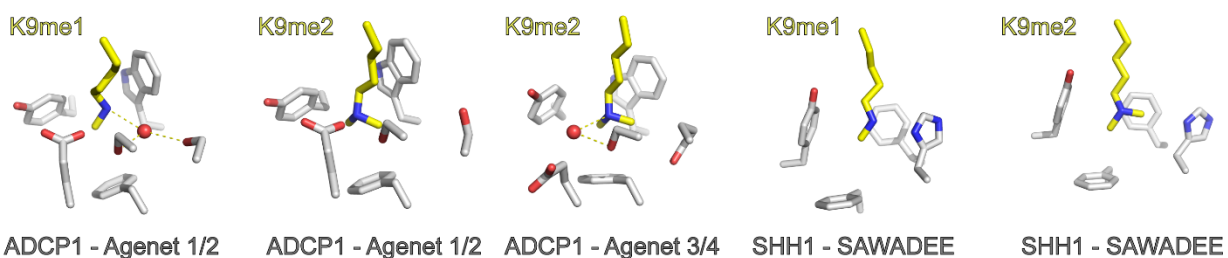

Homo sapiens

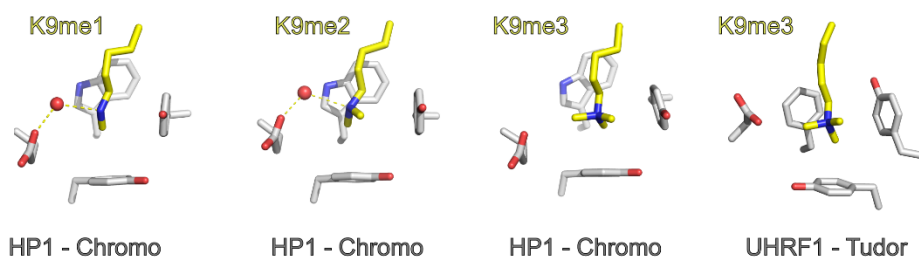

Zea Mays

Schizosaccharomyces pombe

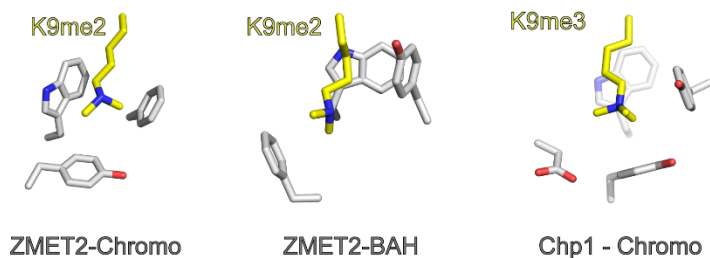

Figure S4 The comparison of H3K9me1/2/3 binding pockets in different readers. The binding pockets of H3K9me in histone readers in different species are shown here. Methylated H3K9 residue is shown in yellow; residues involved in H3K9me recognition are shown in white.

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 5 — Supplementary information, Figure S5

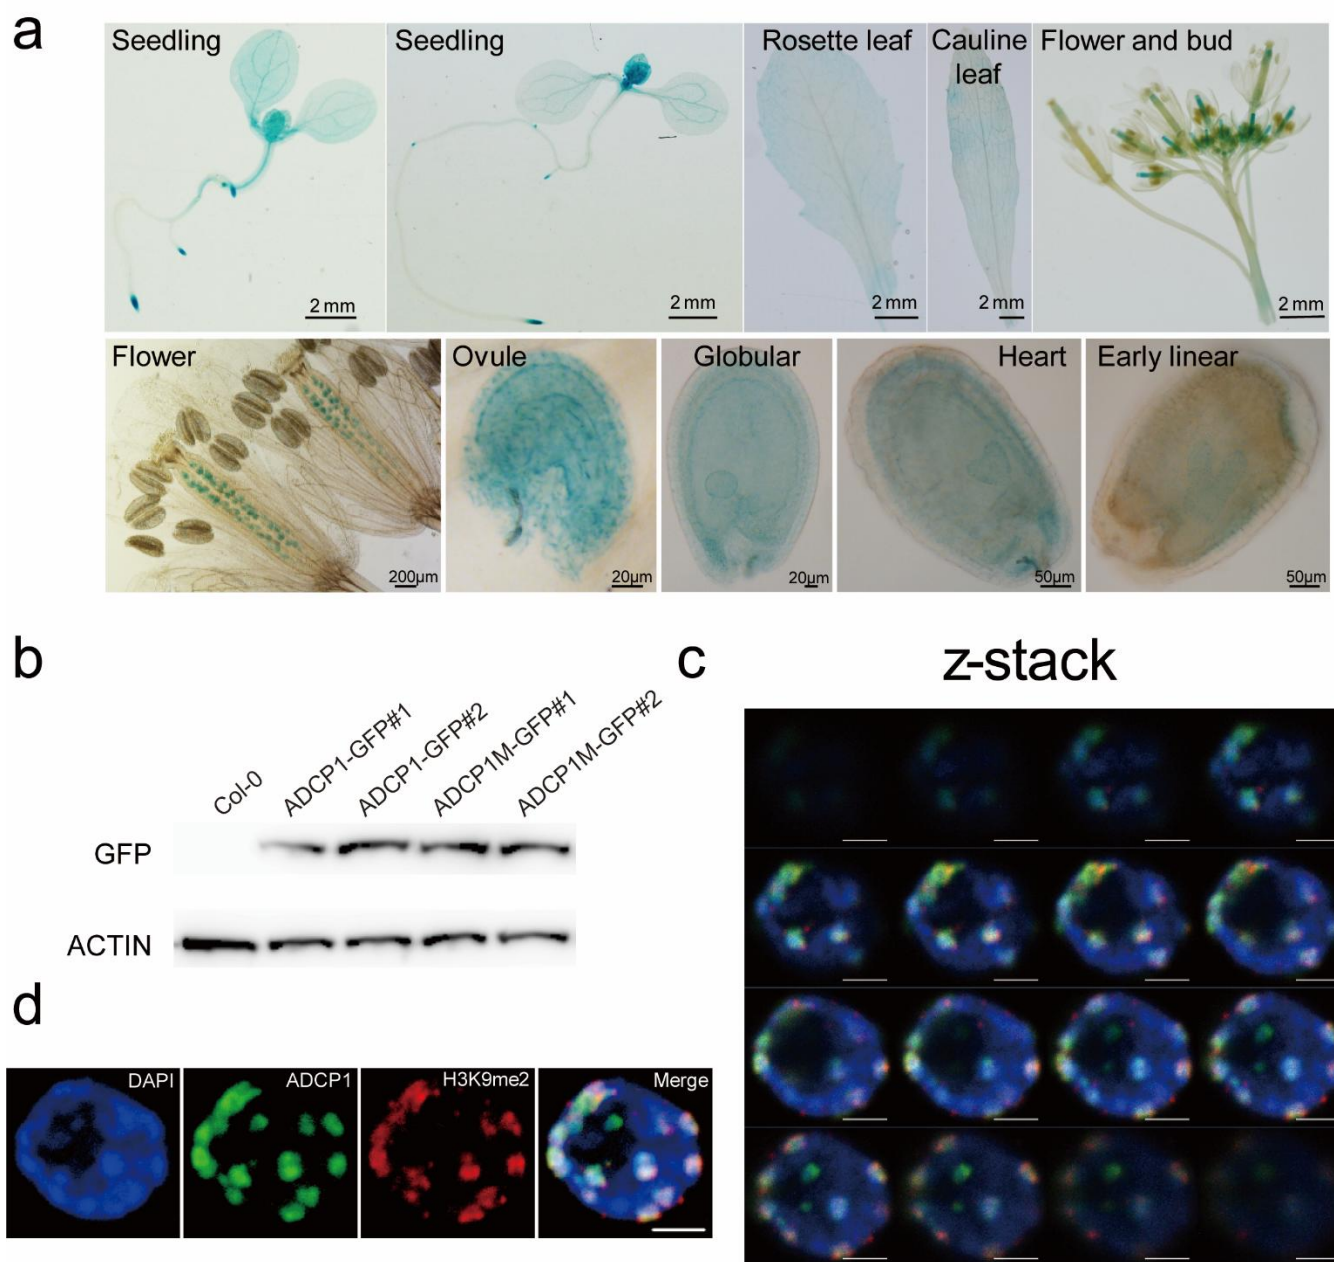

Figure S5 The expression pattern of ADCP1 in *Arabidopsis*. **a** GUS stainings of pADC1:ADC1:GUS transgenic plants including 7 day-old seedlings, rosette leaf, cauline leaf, flower, buds, ovule, and seeds at globular stage, heart stage and linear stage were shown. **b** Western Blot of ADCP1/ADCP1M-GFP complementary transgenic plants in *adcp1-1* with anti-GFP antibody (ADCP1-GFP is approximately 86kDa in molecular weight), Col-0 was used as a negative control. ACTIN was used as a loading control. **c** The Gallery of the z-stack scan shown in Fig. 3a. Bar= 2 μ m. **d** The 3D Reconstruction of Fig. 3a. Bar= 2 μ m.

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 6 — Supplementary information, Figure S6

a

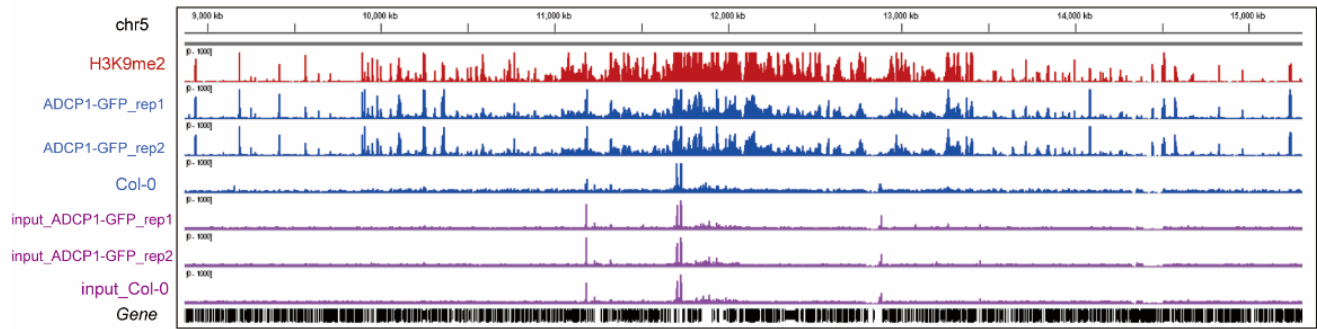

b

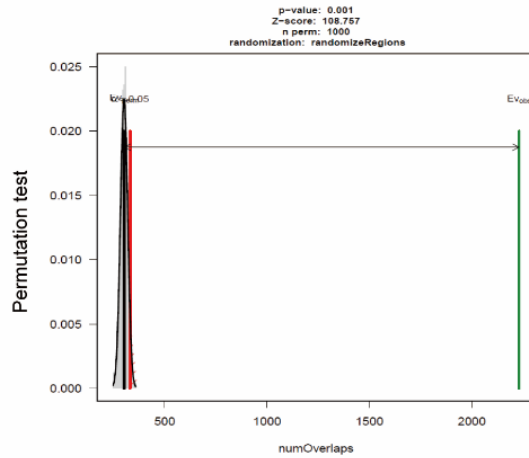

c

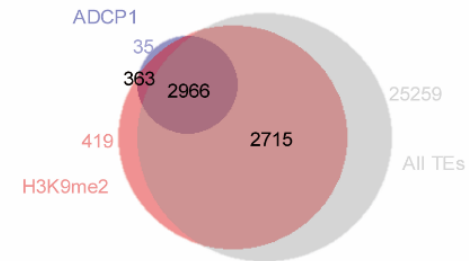

d

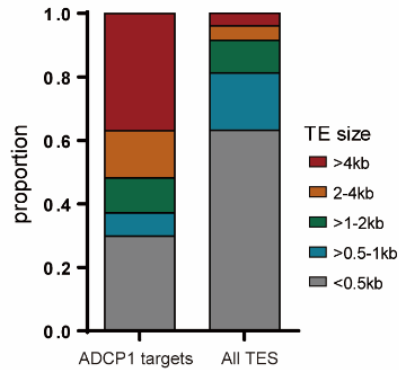

e

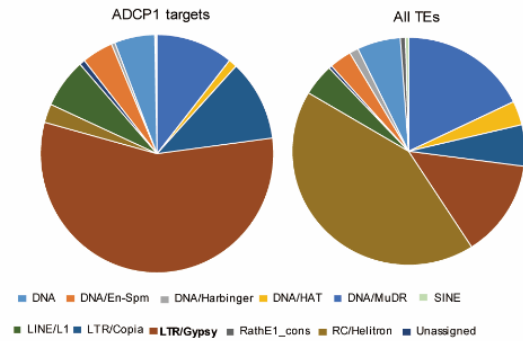

f

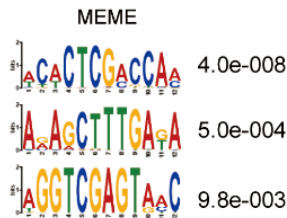

Figure S6 The targets of ADCP1 are the subset of H3K9me2 marked regions. a IGV view of ADCP1 and H3K9me2 signals in more than 6,000 kb long region on chromosome 5. The data are shown

as RPKM. **b** 1000 times permutation test of the association of H3K9me2 and ADCP1 peaks using RegioneR. The number of overlaps of the randomized regions with H3K9me2 is in grey, clustering around the black bar that represents the mean and the number of overlaps of ADCP1 and H3K9me2 is in green, which is much larger than expected. The red line denotes the significance limit. **c** Venn diagram between ADCP1, H3K9me2 targets and all TEs. 2966 out of 3364 ADCP1-bound loci belong to H3K9me2-marked TEs. The exclusive number of loci among ADCP1, H3K9m2 and all TEs are indicated outside the circles. ADCP1 targets are listed at Supplementary Information, Table S4. **d** The proportion of TEs in different lengths including ADCP1-targed TEs and all TEs. **e** The classification of ADCP1-targeted TEs and all TEs as a control. **f** The motifs of ADCP1 targets found by MEME, other motifs are shown at Table S3 found by homer.

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 7 — Supplementary information, Figure S7

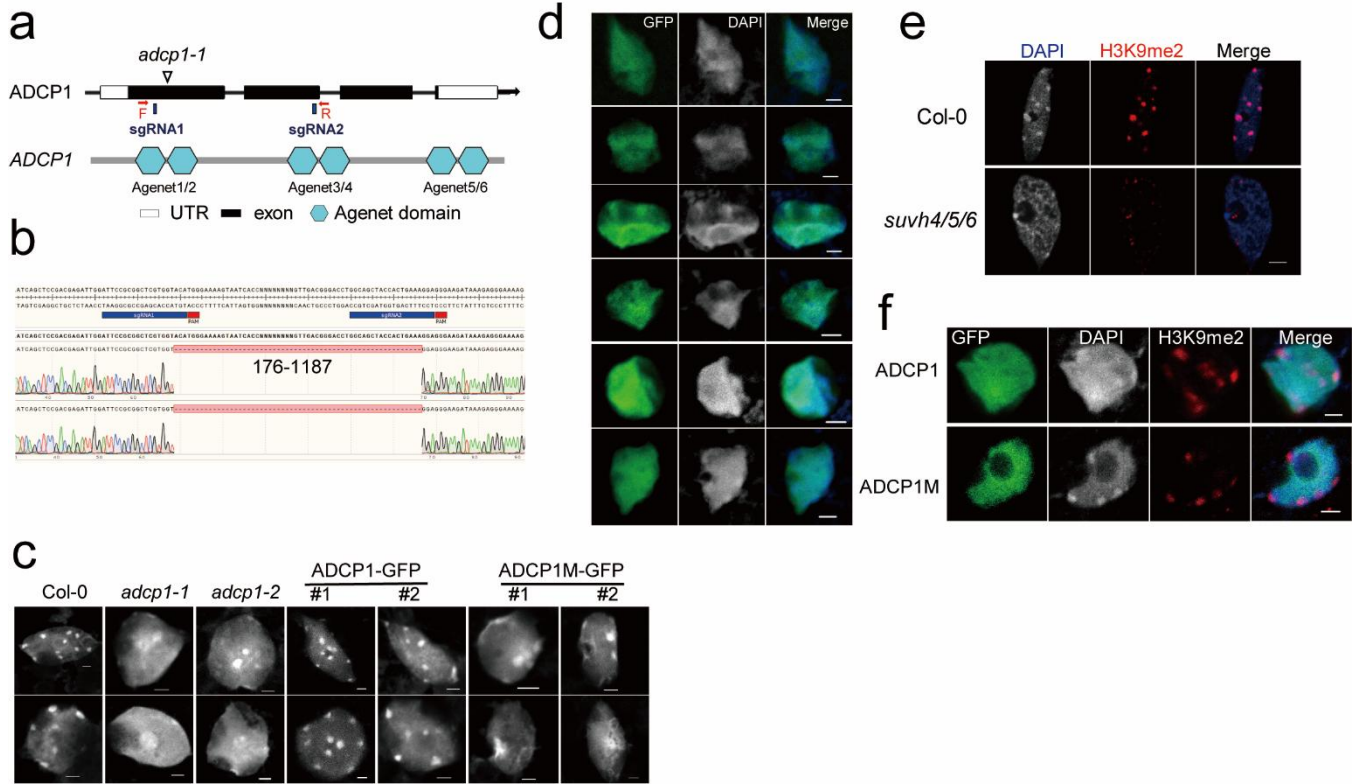

Figure S7 ADCP1 is required for nuclei heterochromatic chromocenter formation. **a** The gene and protein structure of ADCP1. T-DNA mutant of *adcp1-1* was inserted in the first exon. Two sgRNA that generated the deletion mutant *adcp1-2* were indicated. **b** The sequencing data of F and R (red arrows shown in panel a) PCR products in two individual *adcp1-2* deletion plants. The sgRNAs are shown in panel a. *adcp1-2* carries the deletion from 178bp to 1187bp in the genomic sequence (counted from ATG) of ADCP1 and causes premature termination before Agenes 5/6. **c** Representative nuclear condensation status stained with DAPI. Bar = 2 μ m. **d** Different nuclei with transient overexpressed ADCP1 in Col-0 protoplasts. Bar = 2 μ m. **e** H3K9me2 immunostaining in the interphase of *suvh4/5/6* nuclei. Bar = 2 μ m. **f** H3K9me2 immunostaining in transiently transformed Col-0 protoplasts with ADCP1 or ADCP1M after 14-hour expression. Bar = 2 μ m.

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 8 — Supplementary information, Table S1

Table S1. Data collection and refinement statistics of crystallography.

	Agenet 1/2<br>-H3(1-15)K9me1	Agenet 1/2<br>-H3(1-15)K9me2	Agenet 3/4 –Free	Agenet 3/4<br>-H3(1-15)K9me2
Data collection	Native	Native	Se-Met	Native
Space group	P2 ₁ 2 ₁ 2 ₁	P2 ₁	P6 ₅ 22	P6 ₅ 22
Cell dimensions				
a, b, c (Å)	42.5, 67.5, 116.7	41.5, 111.3, 68.1	56.2, 56.2, 188.3	56.9, 56.9, 210.0
α , β , γ (°)	90, 90, 90	90, 90.6, 90	90, 90, 120	90, 90, 120
Resolution (Å)	50-2.7 (2.75-2.70)*	50-2.7 (2.75-2.70)	50-2.3 (2.34-2.30)*	50-1.7 (1.73-1.70)
R _{sym} or R _{merge}	0.095 (0.479)	0.066 (0.295)	0.204 (0.662)	0.066 (0.724)
I / σ I	13.2 (2.4)	14.9 (2.5)	16.5 (5.0)	40.7 (1.9)
Completeness (%)	99.9 (99.8)	89.1 (91.9)	99.8 (100.0)	95.7 (97.0)
Redundancy	6.2 (5.7)	2.5 (2.5)	13.7 (13.4)	5.8 (6.1)
Refinement				
Resolution (Å)	34.4-2.7	33.9-1.7	38.5-2.3	32.0-1.7
No. reflections	9752	15155	8514	6352
R _{work} / R _{free}	0.202/0.269	0.190/0.256	0.184/0.234	0.186/0.232
No. atoms				
Protein	2221	4658	1205	1298
Peptide	174	224	/	58
Water	38	48	60	168
B-factors (Å ²)				
Protein	46.9	44.8	17.9	47.4
Peptide	46.2	40.5	/	49.8
Water	39.7	36.4	19.1	53.9
R.m.s. deviations				
Bond lengths (Å)	0.009	0.009	0.008	0.007
Bond angles (°)	1.136	1.260	1.160	1.030

* Values in parentheses are for highest-resolution shell.

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 9 — Supplementary information, Table S2

Table S2. Thermodynamic fitting parameters from isothermal titration calorimetry (ITC)

Protein	Peptide	K_a<br>($10^5 \cdot M^{-1}$)	ΔH<br>(kcal/mol)	ΔS<br>(cal/mol/deg)	N
Agenet 1-2	H3 ₍₁₋₁₅₎ K9me1	1.41±0.09	-9.55±0.09	-9.60	1.18±0.87
	H3 ₍₁₋₁₅₎ K9me2	3.33±0.01	-10.02±0.06	-10.20	1.01±0.08
	H3 ₍₁₋₁₅₎ K9me3	1.55±0.03	-10.45±0.03	-12.50	1.04±0.02
	H3 ₍₁₋₁₅₎ K4me3	0.19±0.03	-2.10±0.18	12.30	1.12±0.07
	H3 ₍₁₋₁₅₎ K9me2S10ph	0.41±0.04	-9.8±0.33	-11.90	1.04±0.03
Agenet 3-4	H3 ₍₁₋₁₅₎ K9me1	0.41±0.07	-4.84±0.18	4.89	1.08±0.01
	H3 ₍₁₋₁₅₎ K9me2	0.47±0.05	-5.18±0.15	4.04	1.09±0.02
	H3 ₍₁₋₁₅₎ K9me3	0.28±0.03	-4.00±0.14	6.97	1.13±0.02
	H3 ₍₁₋₁₅₎ K4me3	0.24±0.04	-3.55±0.28	8.17	0.971±0.05
	H3 ₍₁₋₁₅₎ K9me2S10ph	0.10±0.01	-5.43±0.30	0.02	1.00 (fixed)
Agenet 5-6	H3 ₍₁₋₁₅₎ K9me1	1.26±0.20	-6.94±0.31	0.06	1.03±0.03
	H3 ₍₁₋₁₅₎ K9me2	1.73±0.19	-6.14±0.17	3.37	1.08±0.02
	H3 ₍₁₋₁₅₎ K9me3	0.77±0.07	-6.33±0.21	1.13	0.955±0.02
	H3 ₍₁₋₁₅₎ K9me2S10ph	0.39±0.05	-7.69±0.53	-4.77	0.996±0.05

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 10 — Supplementary information, Table S3

Table S3. Primers

Usage	Name	Sequence
genotyping	<i>adcp1-1_LP</i>	TGCATCTTCTGTTTCATGTTGC
	<i>adcp1-1_RP</i>	CTCCTCGTCTTCTGAGTCGTC
	<i>adcp1-2_F</i>	TTCCATGGCTACGAGAGCGAAT
	<i>adcp1-2_R</i>	CTTTCTTGGGTCTCACGTTCCG
qPCR	UBC_qPCR_F	CTGCGACTCAGGGAATCTTCTAA
	UBC_qPCR_R	TTGTGCCATTGAATTGAACCC
	qGAPDH-F	TTGGTGACAACAGGTCAAGCA
	qGAPDH-R	AAACTTGTGCTCAATGCAATC
	AT3TE45385-F	GGCAACCTAAGATGCTTGAAGCT
	AT3TE45385-R	GGCCATCTGAGAATTCTACCACC
	AT5TE34980-F	CACCCTCCAATTACATTTGCCAC
	AT5TE34980-R	GAGGTGACATTGAAACATGGGC
	AT3TE76225-F	CTCCACCAACCTTCAGAGATGTG
	AT3TE76225-R	CGGTTGCCGGAAGTGTAGTTG
	AT3TE45390-F1	CTCTCCCAGGCACGAGTTTC
	AT3TE45390-R1	TGAGACGCCGGAATAACGGG
	AT3TE68090-F	TCTGCTGATAATCCTGGAGCCG
	AT3TE68090-R	GAAGAGCTTGAATCGTCGTCCAG
	AT5TE61735_F	CAACGTCTCAGCTCCTCAAAGTG
	AT5TE61735_R	GGCTATCACGTCCTGTATCTGACTC
	qPCR-TSI-R	TCACTTGTGAGTGTTTCGTGAGGTC
	qPCR-TSI-F	ATCCAGTCCGAAGAACGCGAACTA
	qPCR-CACTA-R	AACTTACATGTTTGCGGGCACGAG
	qPCR-CACTA-F	TGTGTGGAAGGGTCTTGTGGACTT
	qPCR-Ta3-R	ACGCCCTTTACCTTGACCTCCTTT
	qPCR-Ta3-F	AAGAGAGCTGGCAGAAGCAGTTGA
Vector Construction		
CRISPR	sgRNA1	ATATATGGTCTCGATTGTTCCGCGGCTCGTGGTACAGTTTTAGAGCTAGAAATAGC
	sgRNA2	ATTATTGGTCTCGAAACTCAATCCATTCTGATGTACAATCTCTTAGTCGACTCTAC
35S:ADCP1 : GFP	ADCP1-F(PUC)	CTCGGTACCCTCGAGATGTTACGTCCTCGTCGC
	ADCP1-R(PUC)	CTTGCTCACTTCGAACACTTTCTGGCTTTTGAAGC
	pUC19-GFP-RP	TTCGAAGTGAGCAAGGGCGAG
	pUC19-LP	CTCGAGGGTACCGAGCTCGT
ADCP1 complementation	ADCP1-pro-F	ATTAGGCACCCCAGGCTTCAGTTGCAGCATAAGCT
	ADCP1-ter-R	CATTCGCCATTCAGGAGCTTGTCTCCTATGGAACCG
	pBar-LP	CCTGAATGGCGAATGCTAGAGC
	pBar-RP	CCTGGGGTGCCTAATGAGTGT
	pBar-ADCP1-LB(GUS)	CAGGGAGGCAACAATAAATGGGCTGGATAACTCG
	pBar-ADCP1-RB(GUS)	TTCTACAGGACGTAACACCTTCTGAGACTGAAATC
	pBar-ADCP1-RB(eGFP)	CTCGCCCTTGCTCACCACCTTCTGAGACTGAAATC
	pBar-ADCP1-LB(eGFP)	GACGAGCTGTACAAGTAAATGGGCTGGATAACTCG
	eGFP-F	GTGAGCAAGGGCGAGGAG
	eGFP-R	CTTGTACAGCTCGTCCATGC
	GUS-F	TTACGTCCTGTAGAAACCCC
	GUS-R	TTGTTTGCCTCCCTGCTGC

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 11 — Supplementary information, Table S4

**Table S4. *De novo* motifs of ADCP1 ChIP-seq found by homer**

| Rank | Motif                | P-value | log P-pvalue | % of Targets | % of Background |
|------|----------------------|---------|--------------|--------------|-----------------|
| 1    | <b>TCATACGGATTT</b>  | 1e-116  | -2.686e+02   | 6.78%        | 0.49%           |
| 2    | <b>AAAGCTTTGATA</b>  | 1e-111  | -2.576e+02   | 6.43%        | 0.45%           |
| 3    | <b>TTCTACTCCAAA</b>  | 1e-91   | -2.106e+02   | 3.86%        | 0.14%           |
| 4    | <b>GTCATGTGTATG</b>  | 1e-79   | -1.835e+02   | 4.30%        | 0.27%           |
| 5    | <b>ACGGTCTAAAG</b>   | 1e-76   | -1.752e+02   | 3.50%        | 0.16%           |
| 6    | <b>TTCTTTGTTAGA</b>  | 1e-75   | -1.742e+02   | 4.39%        | 0.32%           |
| 7    | <b>TAATCTCAGCCAC</b> | 1e-71   | -1.654e+02   | 15.52%       | 5.23%           |
| 8    | <b>AGGATGGGATAG</b>  | 1e-68   | -1.584e+02   | 4.04%        | 0.30%           |
| 9    | <b>CTTAAGTAITGT</b>  | 1e-68   | -1.571e+02   | 3.64%        | 0.22%           |
| 10   | <b>CACTAACCAAGC</b>  | 1e-65   | -1.499e+02   | 4.35%        | 0.40%           |
| 11   | <b>TAGCAAGATCA</b>   | 1e-63   | -1.453e+02   | 2.22%        | 0.05%           |
| 12   | <b>TGAGGATCAAACT</b> | 1e-63   | -1.452e+02   | 3.06%        | 0.15%           |
| 13   | <b>AAAAAAGAAATAG</b> | 1e-62   | -1.430e+02   | 4.17%        | 0.39%           |
| 14   | <b>GTCATGTGATA</b>   | 1e-59   | -1.368e+02   | 3.59%        | 0.28%           |
| 15   | <b>CTCGAAAAGG</b>    | 1e-58   | -1.340e+02   | 2.88%        | 0.15%           |
| 16   | <b>TCCTCTAAAAG</b>   | 1e-58   | -1.338e+02   | 4.88%        | 0.64%           |
| 17   | <b>ATATTTTGCATG</b>  | 1e-57   | -1.331e+02   | 2.75%        | 0.13%           |
| 18   | <b>GTCTTTGTATCT</b>  | 1e-54   | -1.250e+02   | 4.17%        | 0.48%           |
| 19   | <b>ATAGGGTATTCC</b>  | 1e-54   | -1.245e+02   | 2.04%        | 0.06%           |
| 20   | <b>CATATGCGAC</b>    | 1e-53   | -1.227e+02   | 3.10%        | 0.23%           |
| 21   | <b>AAAAAATTCATT</b>  | 1e-53   | -1.227e+02   | 1.91%        | 0.05%           |
| 22   | <b>AGGCCCTAAGT</b>   | 1e-52   | -1.204e+02   | 9.14%        | 2.59%           |
| 23   | <b>GACATCAAGT</b>    | 1e-50   | -1.174e+02   | 3.28%        | 0.29%           |

|    |              |       |            |       |       |
|----|--------------|-------|------------|-------|-------|
| 24 | AAGAGAGCTCTC | 1e-50 | -1.153e+02 | 1.77% | 0.04% |
| 25 | ATAGTTGGTGGG | 1e-47 | -1.098e+02 | 2.26% | 0.11% |
| 26 | TTATTGCTTG   | 1e-46 | -1.082e+02 | 3.86% | 0.49% |
| 27 | ATGTACGAAC   | 1e-43 | -9.918e+01 | 2.53% | 0.19% |
| 28 | GCGTGACCTC   | 1e-41 | -9.605e+01 | 2.88% | 0.28% |
| 29 | AGTGATCCT    | 1e-39 | -9.116e+01 | 3.46% | 0.48% |
| 30 | ATCCCTCTAT   | 1e-38 | -8.876e+01 | 2.26% | 0.17% |
| 31 | TAGTACTACG   | 1e-38 | -8.805e+01 | 2.39% | 0.20% |
| 32 | ATATTACGGG   | 1e-33 | -7.819e+01 | 1.29% | 0.04% |
| 33 | ATGCGATC     | 1e-33 | -7.630e+01 | 9.80% | 3.95% |
| 34 | TTAAGATC     | 1e-30 | -6.981e+01 | 9.05% | 3.66% |
| 35 | ACCGCAAC     | 1e-26 | -6.033e+01 | 3.41% | 0.75% |
| 36 | GTGCATTA     | 1e-23 | -5.326e+01 | 3.33% | 0.80% |
| 37 | CTCGTGTT     | 1e-20 | -4.639e+01 | 2.71% | 0.62% |
| 38 | AATATAGC     | 1e-18 | -4.339e+01 | 2.88% | 0.74% |

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 12 — Supplementary information, Table S6

Table S6: The list of de-repressed TEs in *adcp1-1*

ID	Related TE_genes	log ₂ FoldChange	Family	SuperFamily	p_value
AT1TE22850	AT1G20390	1.00	ATLANTYS1	LTR/Gypsy	4.1E-05
AT1TE30555	AT1G27285	1.34	AT9TSD1	DNA/MuDR	0.00039
AT1TE93275	AT1G75945	2.40	HELITRON1	RC/Helitron	1.5E-14
AT2TE01550	AT2G01840	∞	ATLINE1_5	LINE/L1	0.00508
AT2TE08225	AT2G05040	4.10	ATGP3	LTR/Gypsy	0.00031
AT2TE28280	AT2G15940	4.81	TAG2	DNA/HAT	0.00024
AT2TE29460	AT2G16680	∞	TA11	LINE/L1	0.001
AT2TE37050	AT2G20460	4.58	ATCOPIA72	LTR/Copia	0.00011
AT3TE45385	AT3G28915	∞	ATLINE1_6	LINE/L1	0.00005
AT3TE60310	AT3G42658	1.93	SADHU	Unassigned	8.1E-05
AT3TE64435	AT3G44215	∞	ATCOPIA11	LTR/Copia	0.03254
AT3TE68090	AT3G45775	∞	ATCOPIA81	LTR/Copia	0.00005
AT3TE76225	AT3G50625	∞	ATCOPIA52	LTR/Copia	0.02257
AT3TE90530	AT3G60164	∞	ATCOPIA23	LTR/Copia	0.01599
AT4TE10600	AT4G04560	4.64	ATCOPIA57	LTR/Copia	0.04976
AT4TE67490	AT4G28900	1.28	ATCOPIA46	LTR/Copia	0.00025
AT5TE00480	AT5G01335	2.27	Unassigned	Unassigned	0.01965
AT5TE08220	AT5G07215	5.10	Unassigned	Unassigned	0.00012
AT5TE22500	AT5G18633	2.68	TA11	LINE/L1	0.03278
AT5TE23185	AT5G19097	4.98	ATCOPIA89	LTR/Copia	3.7E-21
AT5TE34980	AT5G27345	3.34		Unassigned	2.4E-05
AT5TE48605	AT5G35425	∞	VANDAL9	DNA/MuDR	0.02347
AT5TE50260	AT5G35935	5.04	ATCOPIA18A	LTR/Copia	7.7E-29
AT5TE56645	AT5G39155	4.09	ATCOPIA83	LTR/Copia	0.01224
AT5TE56665	AT5G39185	∞	ATCOPIA83	LTR/Copia	0.02056
AT5TE64385	AT5G44255	2.67	ATGP3	LTR/Gypsy	0.03785
AT5TE69650	AT5TE69650	∞		Unassigned	0.01296
AT2TE29465		∞	TA11	LINE/L1	0.001
AT3TE45390		∞	ATLINE1_4	LINE/L1	0.00005
AT3TE70640		∞	ATHATN3	DNA/HAT	0.1387
AT4TE10605		∞	ATCOPIA42	LTR/Copia	1.2E-05
AT5TE66495		∞	VANDAL3	DNA/MuDR	0.00005
AT2TE28285		4.81	ATHAT1	DNA/HAT	0.00024
AT2TE10570		3.52	ATHILA4C	LTR/Gypsy	0.04074
AT2TE10575		3.52	ATHILA4C	LTR/Gypsy	0.04074
AT4TE34015		2.97	VANDAL1	DNA/MuDR	0.00831
AT5TE64390		2.14	VANDAL16	DNA/MuDR	0.043
AT2TE77005		1.97	ATGP9B	LTR/Gypsy	0.00005
AT1TE12295		1.60	ATCOPIA78	LTR/Copia	0.00005
AT3TE51150		1.45	ATENSPM11	DNA/En-Spm	0.00005
AT2TE28290		1.37	ATHAT1	DNA/HAT	0.00024
AT2TE77015		1.14	ATGP9B	LTR/Gypsy	0.00005
AT2TE09335		1.12	BRODYAGA1	DNA/MuDR	0.00005
AT2TE09340		1.10	BRODYAGA1A	DNA/MuDR	0.00073
AT1TE98090		1.03	ATREP15	RC/Helitron	0.00005

# Supplementary material for: Plant HP1 protein ADCP1 links multivalent H3K9 methylation readout to heterochromatin formation
**Source:** Cell Res. 2018 Nov 13;29(1):54–66. doi: 10.1038/s41422-018-0104-9
**Supplement:** Supplementary file 15 — Supplementary information, Figure S8

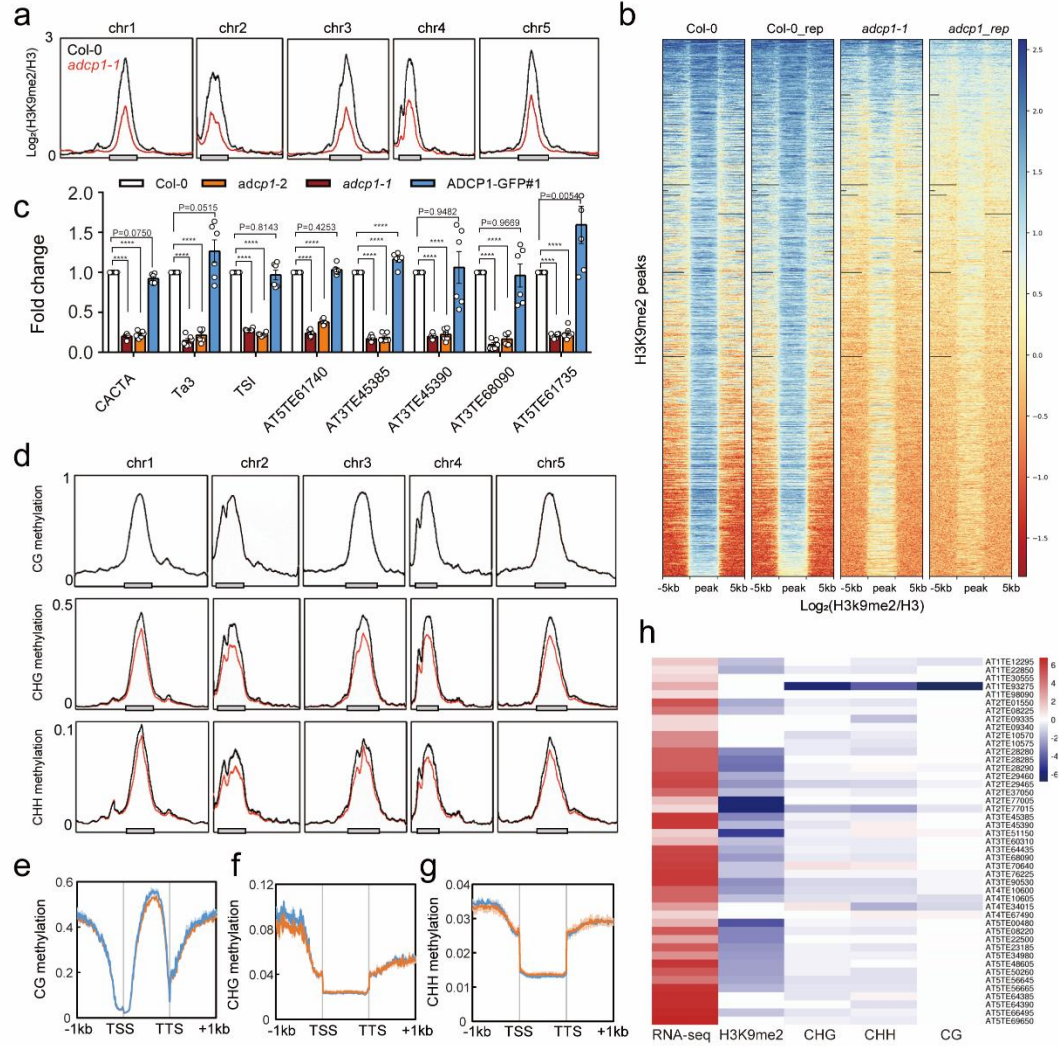

Figure S8 ADCP1 is required for the maintenance of H3K9me2 and CHG/CHH methylation, as well as TE silencing. **a** The distribution of H3K9me2 along five chromosomes. The gray boxes indicate the pericentromeric regions. The data show the mean of two biological replicates and plotted following smoothed using LOESS method by GraphPad Prism. **b** Heatmap of H3K9me2 peaks. **c** H3K9me2 ChIP-qPCR validation. The data were shown as *adcp1* (H3K9me2/H3)/Col-0(H3K9me2/H3). Error bar indicates SD. The circles represent the original data. One-way ANOVA is used for the statistical analysis, ***P<0.0001. **d** The distribution of CG methylation, CHG methylation and CHH methylation along chromosomes. The data show the mean of two biological replicates and plotted following smoothed using LOESS method by GraphPad Prism. **e-g** Metaplot of CG methylation (**e**), CHG (**f**) and CHH (**g**) in protein coding genes. The shadow means SD of two biological replicates. **h** Heatmap of H3K9me2 and DNA methylation at up-regulated TEs. The data shown as log₂ (*adcp1*/Col-0).

How the deposited data were processed for this re-analysis (not part of the article)

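RNA-seq of 14-day-old leaves was analysed for 4 libraries, 2 of Col-0 and 2 of *adcp1-1*, described by the paper as biological replicates; the remaining 18 of 22 samples (ChIP-seq, input DNA and bisulfite sequencing) were not analysed here. The conditions and replicate numbers came from the sample labels and the methods, which give the same design. The authors aligned reads to TAIR10 with HISAT2 (version 2.0.5 in the submitters' processing notes) and deposited, for each library, Cufflinks transcripts with FPKM, that is fragments per kilobase of transcript, scaled to the mapped fragments; the versions of Cufflinks and Cuffdiff are not given in the sources used here. The same notes name Bowtie2 2.3.2 and Bismark 0.18.1, tools of the samples not analysed here. The reference gene models, on sequences named with a prefix that the alignment lacks, are at 0 FPKM in every deposited file, and the deposited values belong to transcripts assembled in each library alone. No transcript lies on the chloroplast genome.

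From these files, 33557 gene models were read, of which 32810 were found on the same chromosome of the reference table (TAIR10.1), 99.67% of them overlapping by at least 50%. A transcript belonged to a gene model of its strand when the shared exonic bases were at least 50% of either, and a transcript in no gene model was joined with overlapping ones into a locus outside gene models (1176 loci). The value of a locus is the sum of FPKM times the share of its exonic bases covered by each transcript; a plain sum had been planned, and the share was added after the files showed transcripts over several genes, with the plain sum as an alternative. TE loci were those of Table S6, by related gene or by overlap of at least 50% of the TE, or those that the reference names as transposons. Positions of Table S6 TEs came from Table S5, of which the first 1998 of 3364 rows were used here, or from the related gene. For the count of Table S6 TEs with transcripts, any covered base on either strand was enough.

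Values were divided by median-ratio factors of 1.06, 1.02, 0.909 and 1.04 (Col-0 replicates 1 and 2, *adcp1-1* replicates 1 and 2), computed over 13249 nuclear loci above 1 FPKM in all libraries, and log2(FPKM + 1) was tested with limma 3.58.1 in R 4.3.3 with a mean-variance trend, two-sided, for loci with at least 0.5 FPKM in 2 libraries. TE loci whose class the sources do not state were left out of the retrotransposon share; an earlier run had counted them as other classes, and this was corrected after the results were seen. P-values were adjusted by Benjamini and Hochberg over the 17326 loci. Called loci had an adjusted p under 0.05. The study's thresholds are a log2 fold change above 1 in size and an unadjusted p under 0.05. They were applied to limma's p and to the change of log2(FPKM + 1), since the authors' Cuffdiff test cannot be repeated from the files. With 1 added, the fold cutoff is stricter for low loci than the paper's plain ratio. Camera was run on the gene lists at a preset correlation of 0.01 and with an estimated one. Tables were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. The assignment of transcripts was tested on 9 made-up cases with known answers. The fit was tested on simulated values with the spread of the real fit: of changes of 1, 2 and 4 on the log2 scale, 1.5%, 30.3% and 72.7% passed the adjusted p, and 38.2%, 95.5% and 100% the study's thresholds, which 1.7% of 16640 unchanged loci passed as well. The changed loci all had a mean log2(FPKM + 1) above 2, and transcripts missed in a pair of libraries were not simulated. These shares therefore do not cover low loci or loci listed at 0 in a whole genotype. The files give no counts, so no counting interval or detection limit can be had.

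The 26 gene lists cover the sugar starvation and dark response, the phosphate and sulfur starvation responses, touch and cell wall expansion, early auxin genes, type-A response regulators, jasmonate, salicylic acid and immune, abscisic acid and cold, and heat shock responses, flavonoid biosynthesis, the morning and evening clock, the FLC clade, silencing machinery, anti-silencing factors, genes silenced by DNA methylation, photosynthesis, myrosin cell, guard cell, vascular, root, flower, seed and shoot meristem markers, and reference genes of RT-qPCR. The loci named in the text were set by a rule fixed before the data were examined: ADCP1; the TEs and genes named in the results and figures; TE loci past the adjusted p or, with fewer than 5, the study's thresholds; the 10 higher and 10 lower other nuclear loci with the largest change and no overlap between genotypes; from each list up to 4 members past the test or the 2 most abundant; and the RT-qPCR reference genes. List members named beyond these were chosen after their values were seen, as the lists themselves followed a reading of Table S7. Of the TEs of Fig. 5g, AT3TE45390 and AT5TE61735 had no position at hand and were not analysed here. The alternatives tried were pseudocounts of 0.1 and 0.5, no filter and a filter at 1 FPKM, no scaling and quantile normalization, limma without the trend and with robust estimation, a replicate block, each library left out, and the highest transcript of a locus in place of the sum; added after seeing the data were the unweighted sum, only loci above 0 in all libraries, only loci that share no transcript, and the reference class pseudogene counted as TE loci.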

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

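Of the tests given here, the comparison of library pairs, the count of low protein-coding loci, the count of TE loci in other pairs and the tests with 1 locus of each joined group were chosen only after the results were seen. These loci are not discussed in the paper and had RNA in both *adcp1-1* libraries above both Col-0 libraries. A locus outside gene models on chromosome 1, from 24082197 to 24082931, had a mean of 34.0 FPKM in *adcp1-1* and was listed at 0 in Col-0 (adjusted p = 0.0289 from limma). AT2G13431, a transposable element gene of no stated class, had a mean of 1.69 FPKM in *adcp1-1* and was listed at 0 in Col-0 (adjusted p = 0.149 from limma). AT1G43590, of the reference class pseudogene, had a mean of 2.17 FPKM in *adcp1-1*, with 0 and 0.660 in the Col-0 libraries (adjusted p = 0.409 from limma). AT2G03540, of the same class, had a mean of 5.25 FPKM in *adcp1-1*, with 0.828 and 0 in the Col-0 libraries (adjusted p = 0.256 from limma), and shares a transcript with AT2G03530.

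TE loci with at least 0.5 FPKM in both *adcp1-1* libraries and a listing at 0 in both Col-0 libraries numbered 8. Greater depth of the *adcp1-1* libraries is argued against by protein-coding loci of 0.5 to 2 FPKM, of which 39 were found in *adcp1-1* alone and 67 in Col-0 alone. Transcripts joined with a neighbouring gene are argued against as well, since 0 of the 6 TE loci that are gene models share a transcript with another gene. Table S6, which the study chose on these libraries, holds 7 of the 8 loci. It was also the only source of TE loci outside gene models, so the lean of such loci is built in. Outside it, 1 TE locus was found in *adcp1-1* alone and at most 1 was missing from any other pair of libraries. Within these libraries, transcripts missed at random cannot be told apart from a loss of silencing in the mutant, so both stay open. The paper has further evidence from RT-qPCR of selected TEs, with primers for AT3TE45385 and AT5TE34980, both among the 8 loci. There TE expression rose in *adcp1* mutants and was repressed with ADCP1 but not with ADCP1M. AT5TE34980 (AT5G27345) had 0.668 and 0.555 FPKM in *adcp1-1*, and AT3TE76225 (AT3G50625), which also has primers, 0.152 and 0.208. Of the 14 Table S6 TEs with transcripts in both *adcp1-1* libraries and in neither Col-0 library, 12 have a finite fold in the paper's table, which needs a value above 0 in Col-0, so a listing at 0 there does not show that RNA was absent. Reads shared between copies of a TE family were not tested and stay open.

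Loci listed at 0 in both libraries of a genotype and at 5 FPKM or more in both of the other numbered 17 for Col-0 and 10 for *adcp1-1*. The 17 form 11 groups of joined genes. Missing transcripts of expressed loci may account for them, since pairs of 1 Col-0 and 1 *adcp1-1* library lacked 11.25 such loci on average. Joined transcripts may add to this, since 70% of the 20 gene models among these loci share a transcript with another gene, against 18.5% of 7376 other loci with a mean of 5 FPKM or more. Genes on a shared transcript are at 0 together, so the test took 1 locus of each joined group: 6 of 12 share a transcript, against 12.2% of 6849 (Fisher's exact test, p = 0.00163). PSAK, for example, passed limma's adjusted p, but that test takes a listing at 0 as a level and cannot tell a missed transcript from absent RNA. The paper's Table S7, from Cuffdiff on the same libraries, does not list PSAK, MLP34, AT5G39600, PnsB3, UNE15 or AT3G01345. Absence from Table S7 is common, however. With limma fitted again to the loci above 0 in all 4 libraries, 83 loci that share no transcript were higher at the study's thresholds and 35 lower. Table S7 lists 45 and 14 of them. Its silence therefore does not decide whether these genes differ. Table S7 does list AT2G01008. A difference between the genotypes stays open at all of these single loci.

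Protein-coding loci past the study's thresholds with RNA in all 4 libraries numbered 156. Transcripts joined across neighbouring genes may account for part of them, since 35.3% share a transcript with another gene, against 15.8% of 14534 other loci. With 1 locus of each joined group, 19.2% of 125 share a transcript, against 9.63% of 13536 (Fisher's exact test, p = 0.00115). Of the 156, 21 share it with a gene called in the opposite direction. At NRPD2B, for example, Col-0 replicate 1 has the same 33.4 FPKM as its neighbour AT3G18080. The other loci of this set, such as TCH4 and LSU2, share no transcript, and a genotype difference there stays open.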

How the results depend on the processing

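Direction held for Table S7 loci (186 of 201 in the listed direction, 181 to 185 with a library left out), while counts of calls moved. ADCP1 was at 0 in every library, so no alternative could have moved it. The alternatives with the unweighted sum, with only loci above 0 in all 4 libraries and with only loci that share no transcript were chosen after seeing the data. The 3 loci higher at an adjusted p became 5 with a pseudocount of 0.5, and the 4 lower became 1 with a pseudocount of 0.1, without the filter, without scaling, without the trend and with the highest transcript, and 2 with robust estimation. Both counts were 0 with each library left out in turn (0 to 0), with only loci above 0 in all 4 libraries, and with the replicate block, under which 217 loci were higher and 173 lower at the study's thresholds. Same-numbered libraries did not deviate together (correlation −0.0405), so the numbers pair nothing. At the study's thresholds, the 204 higher loci were 212 to 542 with a library left out, most without Col-0 replicate 2, and were 117 with only loci above 0 in all 4 libraries. The 154 lower were 207 to 493, most without *adcp1-1* replicate 2, and were 265 and 241 with pseudocounts of 0.1 and 0.5 and 65 with only loci above 0 in all 4. TE loci higher at an adjusted p were 1 in place of 0 with a pseudocount of 0.5, with the unweighted sum and with only loci that share no transcript. At the study's thresholds the 4 TE loci were 9 and 8 with pseudocounts of 0.1 and 0.5, 8 with the unweighted sum, 0 with only loci above 0 in all 4 libraries and 4 to 5 with a library left out; the 0 lower ranged from 0 to 1. The 9 Table S6 loci with both *adcp1-1* libraries on top were 14 without the filter, 4 with a filter at 1 FPKM and 2 with only loci above 0 in all 4. Retrotransposons made up 66.7% of the higher TE loci with a class, against 57.1% of the others, and 50 to 75% with a library left out. The share was below that of the others with quantile normalization (50%), without *adcp1-1* replicate 1 (50%), with the highest transcript (50%) and with only loci that share no transcript (66.7%). Of 23 lists, 10 passed camera, 7 to 12 with a library left out and 0 with an estimated correlation. Of 1301 values of 79 named loci under alternatives, 44 turned sign, at 20 loci and none past the adjusted p: 0.38 for PP2AA3, -0.0648 for GRP7, 0.11 for AT2G28390, -0.18 for WRKY33, 0.10 for PEX4, -0.032 for AGL31 with the highest transcript; -0.0056 for GI, -0.0125 for SEP3, -0.0271 for CAB3, -0.0507 for MAF1, -0.0579 for GRP7, -0.0334 for CCA1, -0.0634 for FMA, -0.0291 for MBF1C, -0.0364 for SCR, -0.0492 for SHR without scaling; -0.19 for GI, 0.0042 for AT2G28390, -0.45 for CCA1, -0.0211 for FMA, 0.0432 for CHIL with the unweighted sum; and, with a library left out, -0.0454 to 0.14 for SEP3, -0.0946 to 0.25 for CAB3, -0.17 to 0.25 for MAF1, -0.16 to 0.25 for GRP7, -0.23 to 0.0418 for AT2G28390, -0.0373 to 2.82 for DML1, -0.087 to 0.20 for CCA1, -0.14 to 0.20 for FMA, -0.16 to 0.28 for MBF1C, -0.0448 to 0.12 for SCR, -0.23 to 0.10 for UBQ10, -2.31 to 0.17 for XCP1, -0.0295 to 0.0829 for SHR, -0.10 to 0.0604 for CHIL, -2.79 to 0.26 for KIN2. An adjusted p under 0.05 was lost in 50 of these values, at the 6 called loci, and gained in 6, at 4 loci. Loci above 0 in all 4 libraries leave out, by construction, all 7 loci past the adjusted p and the 4 TE loci, so their 0s say nothing on stability. With the reference class pseudogene counted among the TE loci, also chosen after seeing the data, 6 of 88 were higher and 0 lower at the study's thresholds, 0 and 0 at an adjusted p, and 12 and 2 at an unadjusted p under 0.05 from limma, against 10 and 0 without that class. The cause of the other moves was not tested. With 2 libraries left against 1, the lone library is assumed to vary like the other genotype. A transcript missed in the lone library can read as a genotype difference, so the counts of these fits do not test the balance. These fits and the replicate block have 1 residual degree of freedom against 2 in the main fit. Their 0s at an adjusted p therefore say little on stability. The retrotransposon share has no value with only loci above 0 in all 4 libraries or over TE loci at an adjusted p under 0.05, where no TE locus was higher.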

Differences from the paper's values

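The paper's Table S6 gives a log2 fold change of 1.0 for AT1G20390 (AT1TE22850), taken from the plain ratio of mutant to wild type. The value here was 0.56 on log2(FPKM + 1). Of the 14 alternatives set before the data were examined, only a pseudocount of 0.1, with 0.83, came within the standard error of the paper's value. For AT4G28900 (AT4TE67490) the paper's value is 1.28 and the value here 0.54. Again only a pseudocount of 0.1, with 1.10, of 12 alternatives with a value, came within the standard error. AT1G20390 had means of 1.31 and 2.41 FPKM in Col-0 and *adcp1-1*, and AT4G28900 had 0.480 and 1.16. At such levels the added 1 shrinks the log2 fold change. The values at these TEs are thus on unlike scales, and the gap is no evidence against the paper's values. For APR1 (AT4G04610) the paper's Table S7 gives −1.05 and the value here was -0.62; the values without Col-0 replicate 2 and without *adcp1-1* replicate 2 came within their standard errors of the paper's, and those of the other 12 alternatives did not. The unweighted sum of transcripts, chosen after seeing the values, gave −1.02.

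The paper's Table S7 holds 133 higher loci, against 204 here. The cutoffs were applied to limma's p and to log2(FPKM + 1), in place of the paper's Cuffdiff p and plain ratio. With pseudocounts of 0.1 and 0.5, 275 and 265 loci were higher. A filter at 1 FPKM and no scaling gave counts within 1.5 times the paper's. The other 12 alternatives set before the data were examined did not. Table S7 holds 100 lower loci, against 154 here and 265 and 241 with those pseudocounts, and only a filter at 1 FPKM came within 1.5 times. Only loci that share no transcript, an alternative chosen after seeing the values, gave 154 higher and 117 lower, within 1.5 times of both, and dropped 10 higher and 6 lower loci of Table S7 that were tested before. Only loci above 0 in all 4 libraries, also chosen after seeing the values, gave 117 higher, within 1.5 times, and dropped 11 of the paper's. The paper's Table S6 holds 45 TEs, against 4 TE loci here with the cutoffs on log2(FPKM + 1) and limma's p. None of the 14 alternatives came within 1.5 times, with 9 TE loci at most. The counts are not alike, since the added 1 makes the fold cutoff stricter for low loci. AT2G15940, SADHU3-2, AT5G44255 and AT5G27345 were at 0 in Col-0 with an unadjusted p under 0.05 from limma. Their log2 fold changes of 0.996, 0.884, 0.848 and 0.687 missed the cutoff. Only 9 loci of Table S6 TEs had enough RNA for a test. A locus can also hold several TEs, and 12 of the 45 had no position at hand.

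The paper presents AT3TE68090 as expressed in *adcp1-1*, with an infinite fold in Table S6 and with primers for it among those of its RT-qPCR. Here it had 0.236 FPKM in *adcp1-1* replicate 1 and was listed at 0 in replicate 2, as in both Col-0 libraries. A listing at 0 means only that no transcript was assembled in that library, so it does not count against the paper's result. Table S6 lists each of its TEs as higher in *adcp1-1*; of the 33 with a position, 14 had transcripts in both *adcp1-1* libraries and neither Col-0 library and 3 in a single *adcp1-1* library alone, while 10 had no transcript in any of the 4 libraries. Of the 14, which are listed at 0 in both Col-0 libraries here, the paper's table gives 12 a finite log2 fold change, such as 2.40 for AT1TE93275, 1.93 for AT3TE60310 and 2.67 for AT5TE64385, and 2 an infinite one. All 9 loci of Table S6 with enough RNA for a test had more in both *adcp1-1* libraries than in both Col-0 libraries.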

Other observations

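The floral repressor FLC (AT5G10140) had 1.16 ± 0.195 FPKM in Col-0 and 3.10 ± 0.685 in *adcp1-1* (SD, n = 2), and its relatives MAF3 (AT5G65060) and MAF5 (AT5G65080) had 3.96 and 3.19 and 3.71 and 2.87 FPKM in *adcp1-1* and were listed at 0 in Col-0. MAF1, AGL31 and MAF4 (AT5G65070) overlapped between the genotypes, MAF4 with 0 and 0.932 FPKM in Col-0 and 0 and 0.969 in *adcp1-1*. Of the 6 genes of the FLC clade, 3 passed limma when adjusted over the list alone (camera adjusted p = 0.00154, or adjusted p = 0.393 with an estimated correlation). Camera gave adjusted p = 0.153 with only loci above 0 in all 4 libraries, which leaves out MAF3, MAF4 and MAF5. Of 7 evening genes of the circadian clock, 4 were higher in both *adcp1-1* libraries, such as TOC1 (AT5G61380), with 6.57 ± 0.273 FPKM in Col-0 and 10.3 ± 1.04 in *adcp1-1* (SD, n = 2) (camera adjusted p = 0.0169, or adjusted p = 0.393 with an estimated correlation). Without *adcp1-1* replicate 2 the evening list gave adjusted p = 0.0831. The 5 morning genes gave adjusted p = 0.481 and 0.799 with an estimated correlation. Of 8 flavonoid genes, 4 were lower in both *adcp1-1* libraries and 0 higher, such as TT5 (AT3G55120), for chalcone isomerase, with 4.41 ± 0.205 FPKM in Col-0 and 1.69 ± 0.830 in *adcp1-1* (SD, n = 2). The regulator PAP1 (AT1G56650) had 1.49 and 0.686 FPKM in Col-0 and was listed at 0 in *adcp1-1* (camera adjusted p = 0.0148, or adjusted p = 0.473 with an estimated correlation). The flavonoid list gave adjusted p = 0.0948 without Col-0 replicate 1, 0.102 without *adcp1-1* replicate 2 and 0.132 with a filter at 1 FPKM. The myrosinase gene TGG2 (AT5G25980), a marker of myrosin cells, had 60.3 ± 2.87 FPKM in Col-0 and 124 ± 21.6 in *adcp1-1* (SD, n = 2). All 3 markers were higher in both *adcp1-1* libraries (camera adjusted p = 0.0148, or adjusted p = 0.393 with an estimated correlation). The myrosin list gave adjusted p = 0.104 without Col-0 replicate 2 and 0.0911 with the highest transcript. The meristem genes STM (AT1G62360), with 2.04 ± 0.0869 FPKM in Col-0 and 1.13 ± 0.137 in *adcp1-1* (SD, n = 2), and KNAT1 (AT4G08150), with 2.08 ± 0.521 FPKM in Col-0 and 1.16 ± 0.176 in *adcp1-1* (SD, n = 2), were the 2 tested of 4 shoot meristem markers (camera adjusted p = 0.0369, or adjusted p = 0.393 with an estimated correlation). The meristem list gave adjusted p = 0.0953 without Col-0 replicate 2, 0.0905 without *adcp1-1* replicate 1, 0.133 without *adcp1-1* replicate 2 and 0.0733 with the highest transcript. Over all lists no member passed limma's adjusted p over all loci, and adjusted over the list alone 1 myrosin marker was higher, 1 meristem marker lower and 0 clock or flavonoid genes passed.

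The other lists on which camera was run did not pass it, with 0 members past limma's adjusted p over all loci or over the list alone. QQS, the single tested gene of those silenced by DNA methylation, stood alone in its list, so camera was not run. With the preset and then the estimated correlation, anti-silencing factors (5 tested) gave adjusted p = 0.0960 and 0.444 with an estimated correlation, and silencing machinery adjusted p = 0.135 and 0.701 with an estimated correlation. Type-A response regulators (6 tested) gave adjusted p = 0.0659 and 0.720 with an estimated correlation, and jasmonate genes (14 tested) adjusted p = 0.217 and 0.799 with an estimated correlation. Salicylic acid and immune genes (16 tested) gave adjusted p = 0.225 and 0.798 with an estimated correlation, and abscisic acid and cold genes (18 tested) adjusted p = 0.293 and 0.869 with an estimated correlation. Heat shock genes (7 tested) gave adjusted p = 0.475 and 0.799 with an estimated correlation. Photosynthesis genes (18 tested) gave adjusted p = 0.899 and 0.971 with an estimated correlation, with a median of 0.03 and a mean of -0.02. Vascular markers (3 tested) gave adjusted p = 0.899 and 0.971 with an estimated correlation, with a median of 0.07 and a mean of -0.30. Guard cell markers (5 tested) gave adjusted p = 0.293 and 0.701 with an estimated correlation, and root markers (4 tested) adjusted p = 0.680 and 0.866 with an estimated correlation. With a library left out, some of these lists passed camera. Without Col-0 replicate 2, abscisic acid and cold genes gave adjusted p = 6.18e-05 and salicylic acid and immune genes 4.90e-04, both lower, and anti-silencing factors 0.0304, higher. Without Col-0 replicate 1, the abscisic acid and immune lists turned to the higher side (adjusted p = 0.198 and 0.846). Without *adcp1-1* replicate 1, type-A response regulators gave adjusted p = 5.08e-04 and jasmonate genes 0.00885, both higher, and guard cell markers 0.0476, lower. Type-A response regulators also passed with a pseudocount of 0.1 (adjusted p = 0.0466), without scaling (0.0419), with the replicate block (0.0440) and with the unweighted sum, chosen after seeing the data (0.0303). Jasmonate genes passed with the replicate block (0.0397), immune genes with the unweighted sum (0.0303) and anti-silencing factors with the highest transcript (0.0485). Of the flower markers 1 was tested, of the seed markers 0, and neither list could be set against other loci. Among the 7 reference genes (adjusted p = 0.826 and 0.884 with an estimated correlation), PEX4 (AT5G25760), a ubiquitin-conjugating enzyme gene, had 8.12 ± 0.610 FPKM in Col-0 and 7.03 ± 1.20 in *adcp1-1* (SD, n = 2), and GAPC2 (AT1G13440), a GAPDH gene, had 277 ± 2.67 FPKM in Col-0 and 182 ± 9.02 in *adcp1-1* (SD, n = 2), with a log2 fold change -0.61, standard error 0.15, adjusted p = 0.413 from limma.

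Some stress genes that Table S7 lists as lower were high in Col-0 replicate 1 alone; these were picked after their values were seen. LTP3 (AT5G59320) had 76.9 and 1.52 FPKM in the Col-0 libraries and 0 and 0.799 in *adcp1-1*. GSTF6 (AT1G02930) had 31.0 and 8.02 FPKM in Col-0 and 7.55 and 7.93 in *adcp1-1*, and GSTF7 (AT1G02920) had 37.9 and 11.9 and 10.7 and 10.2. Of 40 tested mitochondrial loci, 7 were higher and 1 lower in *adcp1-1* at the study's thresholds, but of the 19 that share no transcript, 0 were higher and 1 lower (1 and 2 at an unadjusted p under 0.05 with limma). The mitochondrial loci at 5 FPKM or more in both *adcp1-1* libraries and at 0 in Col-0, such as ATMG00960 and ATMG00970, share transcripts with each other.

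The 4 libraries can be split into 2 and 2 in 3 ways, too few for a share under 0.05. The genotypes gave 7 loci at an adjusted p under 0.05 and the highest other split 15. At the study's thresholds the genotypes gave 358 loci and the highest other split 233, and at an unadjusted p under 0.05 they gave 1673 and 581.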
